# Spatially varying cis-regulatory divergence in *Drosophila* embryos elucidates cis-regulatory logic

**DOI:** 10.1371/journal.pgen.1007631

**Published:** 2018-11-01

**Authors:** Peter A. Combs, Hunter B. Fraser

## Abstract

Spatial patterning of gene expression is a key process in development, yet how it evolves is still poorly understood. Both cis- and trans-acting changes could participate in complex interactions, so to isolate the cis-regulatory component of patterning evolution, we measured allele-specific spatial gene expression patterns in *D. melanogaster* × *simulans* hybrid embryos. RNA-seq of cryo-sectioned slices revealed 66 genes with strong spatially varying allele-specific expression. We found that *hunchback*, a major regulator of developmental patterning, had reduced expression of the *D. simulans* allele specifically in the anterior tip of hybrid embryos. Mathematical modeling of *hunchback* cis-regulation suggested a candidate transcription factor binding site variant, which we verified as causal using CRISPR-Cas9 genome editing. In sum, even comparing morphologically near-identical species we identified surprisingly extensive spatial variation in gene expression, suggesting not only that development is robust to many such changes, but also that natural selection may have ample raw material for evolving new body plans via changes in spatial patterning.

## Author summary

Connecting changes in gene regulatory sequences to changes in expression remains an open problem in biology. Measuring allele-specific expression in interspecific F1 hybrids is a powerful way to identify genes with differential cis-regulation, since both parental copies are exposed to the same trans-regulatory environment in a given sample. To identify genes with different regulation during embryonic development between the closely related fruit fly species *D. melanogaster* and *D. simulans*, we sliced embryos along their anterior-posterior axis and identified dozens of genes with spatial differences in their regulation. We used mathematical modeling to identify likely regulatory changes in one of these genes, *hunchback*, and we found a single candidate variant that, upon testing, did indeed have the predicted effect on *hunchback’s* expression. This work presents a new, integrated approach for probing regulatory logic by sensitively searching for cis-regulatory differences followed by tightly directed predictions of causal changes.

## Introduction

Although most cells in any metazoan share the same genome, they nevertheless diversify into an impressive variety of precisely localized cell types during development. This complex spatial patterning is due to the precise expression of genes at different locations and times during development. Where and when each gene is expressed is largely dictated by the activities of cis-regulatory modules (CRMs, which include enhancers, insulators, and other regulatory elements) through the binding of transcription factors to their recognition sequences [1–3]. Despite the importance of these patterning CRMs for proper organismal development, they are able to tolerate some modest variation in sequence and level of activity [4–7]. Indeed, this variation is one of the substrates upon which selection can act. However, even in the handful of cases where we understand the regulatory logic, efforts to predict the effects of inter-specific differences in CRMs still have limited precision [8–10].

A complicating factor in comparing gene expression between species is that both cis- and trans-acting regulation in a given cell type can change [11]. Furthermore, subtle differences in embryo size across *Drosophila* species means that nuclei from the same spatial position may not be of an identical cell type [12, 13]. A solution to both of these issues is to focus on cis-regulatory changes by measuring allele-specific expression (ASE) in F1 hybrids. In a hybrid each diploid nucleus has one copy of each parent’s genome which is exposed to the same set of trans-regulatory factors, so any differences in zygotic usage of the two copies is due either to cis-regulatory divergence or to stochastic bursting (pulses of transcription due to the independent release of polymerase which should be averaged out over many cells) [14]. In addition, even if cell positions between the two parental species have shifted, focusing on a hybrid will sidestep this complication since the alleles in any subset of cells are derived from exactly the same hybrid cells.

The early *Drosophila* embryo provides a unique opportunity to probe the interaction of trans-regulatory environments with cis-regulatory sequence: by slicing the embryo along the anterior-posterior axis, we are able to measure ASE in nuclei that are physically close, and therefore that have similar complements of transcription factors (TFs). We reasoned that by combining knowledge of the regulatory sequence changes between the species with the transcription factors expressed in each slice, it should be possible to more quickly identify which genetic variant(s) underlie the expression difference.

In this study, we used spatially-resolved transcriptome profiling to search for genes where cis-regulatory differences drive allele-specific expression patterns in hybrid *D. melanogaster* × *D. simulans* embryos (specifically the reference strains DGRP line 340 for *D. melanogaster* and *w*^501^ for *D. simulans*; unless otherwise noted, we will refer to the two reference strains, and not the two species as a whole). We found dozens of genes with clear, consistent differences in allele-specific expression across the embryo. We chose one of these genes, *hunchback (hb)*, as a case study. Mathematical modeling of *hunchback* cis-regulation suggested that the gain of a weak binding site for Bicoid and Huckebein was responsible for much of the expression difference, which we confirmed through CRISPR-Cas9 mediated editing of the endogenous *D. melanogaster* locus.

## Results

### A genome-wide atlas of spatial gene expression in *D. melanogaster* × *D. simulans* hybrids

We selected five hybrid embryos at mid-stage 5, with membrane invagination between 50 and 65% (approximately 150 minutes after fertilization). We then sliced the embryos to a resolution of 14μm, yielding between 25 and 27 slices per embryo (Fig 1A). We chose embryos from reciprocal crosses (i.e. with either a *D. melanogaster* mother or a *D. simulans* mother), and had at least one embryo of each sex from each direction of the cross. Although hybrid female embryos derived from a *D. simulans* mother are typically embryonic lethal at approximately this stage [15], the *w*^501^ strain we used is an exception to this and both sexes of its hybrid progeny develop normally [16]. We also sliced one embryo from each of the parental strains. Following slicing, we amplified and sequenced poly-adenylated mRNA using SMART-seq2 with minor modifications (see Methods) [17–19]. 

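Each slice was sequenced as its own library, so the slice is the sample and the embryo is the replicate. The 3 hybrid embryos with a *D. melanogaster* mother gave 27, 26 and 27 slices, the 2 with a *D. simulans* mother gave 25 and 27, and the single embryo of each parental strain gave 27, which makes 186 slices in all. For every slice the authors deposited the FPKM of 13577 genes from cufflinks, and for every gene the numbers of SNP alleles assigned to each species after mapping to a *D. melanogaster* genome with the SNPs masked and after the WASP filter. They also deposited a table of the ASE of 7432 genes and a table of FPKM over all slices. The ASE table holds values for 178 of the 186 slices and for 126 of the 132 hybrid slices, and the FPKM table holds values for 169. Over the genes whose coordinates are the same in the count and FPKM files, the allele counts of a slice totalled 1340486, 1389447 and 1565358 in the median slice of the 3 embryos with a *D. melanogaster* mother, and 1207734 and 1359421 in those with a *D. simulans* mother. The medians were 1655682 in the *D. melanogaster* embryo and 1583427 in the *D. simulans* embryo. The lowest totals were 474212, 28004 and 17 with a *D. melanogaster* mother, 683392 and 69350 with a *D. simulans* mother, and 18164 and 40460 in the *D. melanogaster* and *D. simulans* embryos. The highest were 3758730, 3299382 and 2878042, then 1997206 and 2578102, then 2502241 and 2232534, in the same order. These are sums over SNPs and not numbers of reads, since a read that covers several SNPs adds to each of them and a SNP is listed again for each overlapping exon. Over the genes that could be compared, counting each SNP once lowered the sums 2.85-fold. The gene coordinates in the allele count files are those of release 6 of the genome, while the SNP positions and the FPKM loci are those of release 5. Only 3005 genes have the same coordinates in both, 2426 of them on 2L and 579 on 3L, and 1610 of these have at least 1 allele count in the hybrids. Among genes with the same coordinates, ASE from the counts and ASE from the table had a Pearson r of 0.997 on each of 2L and 3L, across gene and slice pairs that are not independent. Among genes with other coordinates, r was between -0.0394 on the fourth chromosome and 0.216 on 3L. ASE was therefore taken from the authors' table, and counts were used only for genes with the same coordinates. The depth behind an ASE value of any other gene is unknown. The table holds no value of exactly -1 or 1. Of 7305 hybrid pairs of a gene and a slice with at least 100 allele counts, all of a single species, 4.39% have a value in the table, against 98.3% of 113630 hybrid pairs with counts of both species. In the parental embryos 38.6% of 19021 pairs with counts of both species have one. Libraries were made in several batches. The first embryo of each direction of the cross was in the first batch, apart from a library that was repeated, and the other embryos were in later batches, so each direction includes both.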

To assess the quality and reproducibility of our RNA-seq data, we compared expression levels between spatially matched slices from different embryos, and found strong concordance (r = 0.973 ± 0.008; S1 Fig).

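Each of the 169 slices with FPKM values in the authors' table was compared with the slices of other embryos nearest to it in fractional position along the axis. Pearson's r was taken across all 13577 genes on log10(FPKM + 1), and 154 of the slices had several equally near slices, over which r was averaged. The mean r was 0.953 ± 0.00882 (SD over 169 slices), with a range of 0.929 to 0.971, and 517 of the 607 pairs joined slices of different crosses. By embryo, the mean r was 0.962, 0.957 and 0.956 in the hybrids with a *D. melanogaster* mother, 0.944 and 0.951 in those with a *D. simulans* mother, 0.957 in the *D. melanogaster* embryo and 0.946 in the *D. simulans* embryo. When only slices of the same cross were compared, which is possible for the 118 hybrid slices, the mean r was 0.972 ± 0.00694 (SD). The setting that moved it most was a minimum of 1 FPKM in both slices, which gave 0.892. Genes are not independent replicates, so r describes how alike 2 slices are across genes and carries no test.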

**Fig 1:**
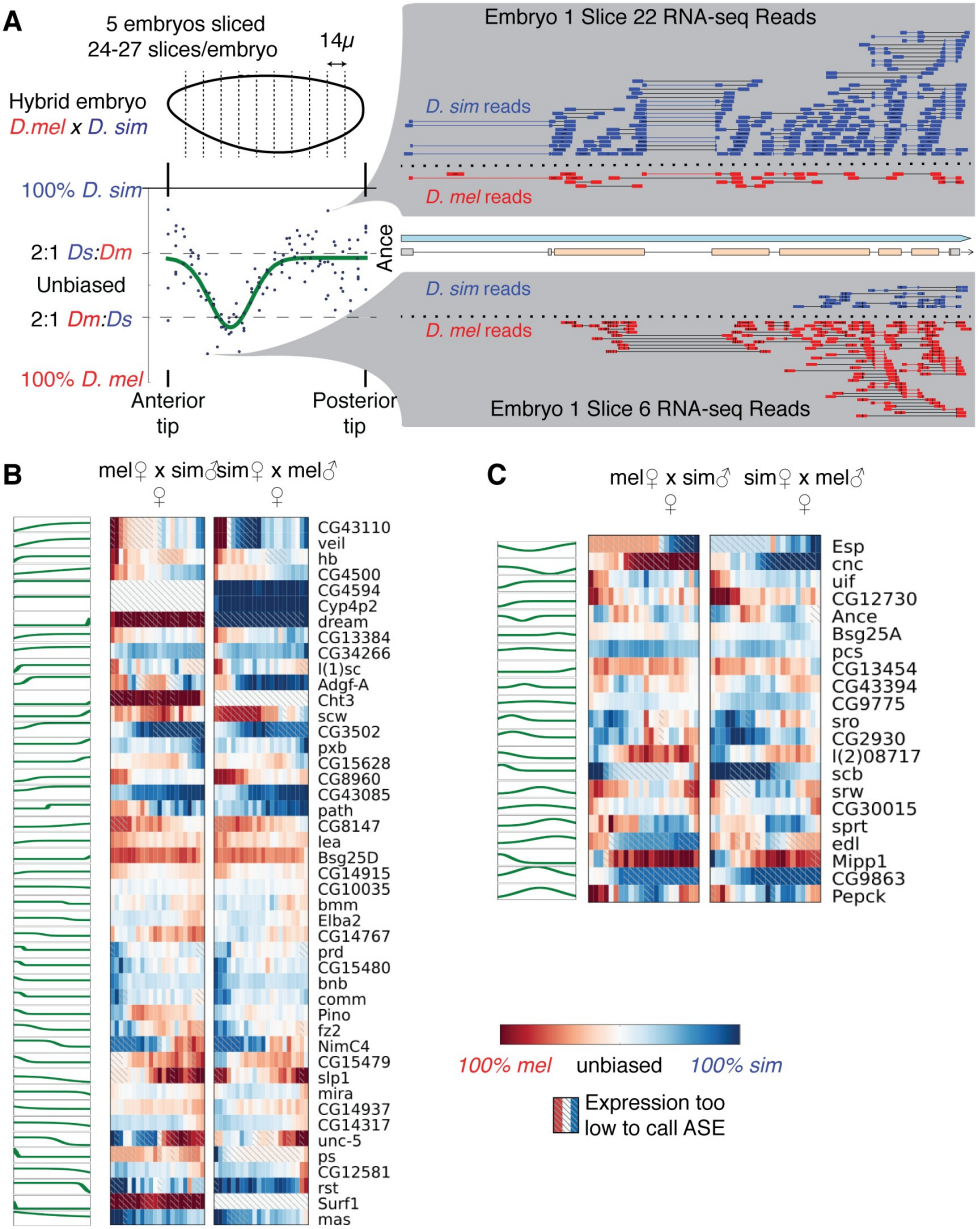
RNA-seq of hybrid *Drosophila* embryos reveals extensive spatially patterned allele-specific expression. A) Each embryo was cryosliced along the anterior-posterior axis in 14μm sections, followed by RNA-seq in each slice. Allele-specific expression (ASE) was called for each gene in each slice by assigning unambiguous reads to the parent of origin; shown here are the reads for the gene *Ance*, with blue indicating *D. simulans* reads and red indicating *D. melanogaster* reads. For each gene, we fit either a step-like or peak-like (shown) function. B-C) Genes with a step-like pattern (B, best fit by a logistic function) or peak-like pattern (C, best fit by a Gaussian function). For each gene, anterior is left and posterior is right. The green line indicates the best fit pattern, with higher indicating *D. simulans* biased expression, and lower indicating *D. melanogaster* biased expression. The heat maps are from the first female replicate of each direction of the cross.

We first searched for cases of hybrid mis-expression—genes where the absolute expression pattern is consistently different in the hybrid, compared to the parents alone. Using earth-mover distance (EMD) to measure differences in expression patterns (S2 Fig; [20]), for each zygotically expressed gene we compared the expression pattern from each of the hybrid embryos to the pattern expected by taking the average of the *D. melanogaster* and *D. simulans* embryos. After Benjamini-Hochberg FDR correction, no gene was significantly more different from the average of the parental embryos than each of the parental embryos were from each other (smallest q-value = .37, see Methods). 

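Zygotic genes were taken as the 814 autosomal genes with an FPKM of at least 10 in a slice of every hybrid embryo and a paternal share of at least 40% averaged over the directions of the cross, because the list of the developmental time course is not part of the article. Before the EMD was taken, 1 FPKM was added and each pattern was divided by its sum. The EMD between the *D. melanogaster* and *D. simulans* embryos had a median of 3.30% of the embryo length over these genes. The EMD of the 5 hybrid embryos to the parental average had a median of 2.08% over genes and embryos. The distance to the average was larger than the distance between the parents in 227 genes, or 27.9%. It was smaller in every hybrid embryo in 370 genes and larger in every hybrid embryo in 38. The average is smoothed and joins 2 embryos, while the distance between the parents is of single unsmoothed embryos. This alone can make the distance to the average the smaller, so these counts do not place hybrids between the parents. Between hybrid embryos the mean EMD of a gene had a median of 2.68%. With 5 embryos a one-sided exact sign-flip permutation test cannot go below p = 0.031, which those 38 genes reached, and the smallest Benjamini-Hochberg q was 0.669. No gene passed q = 0.05 by this test, and none did by limma, which gave 60 genes at a nominal p below 0.05 and a smallest q of 0.181. The largest excess was in CG10566 (FBgn0037050, 3L from 21124546 to 21126410 in release 5), at 3.17% ± 1.95 (SD, n = 5 embryos), where the parents were 1.54% apart. Next were tll (FBgn0003720, 3R from 26678037 to 26680122), at 3.17% ± 1.44 (SD, n = 5) with the parents 5.05% apart, and CG13653 (FBgn0039288, 3R from 21021249 to 21022253), at 3.13% ± 3.43 (SD, n = 5) with the parents 2.65% apart. Each parental pattern comes from a single embryo, so the distance between the parents has no replicate error. In simulated patterns of 814 genes, 200 were shifted by 4 slices, and slices moved past an end returned at the other end. The median EMD of this shift was only 2.97% of the length, and both simulated parents had the same underlying pattern. The smallest p of the sign-flip test was reached by 60.5% of the shifted and 11.9% of the unshifted genes, but none reached q = 0.05. A count of 0 by that test therefore says little about shifts of this EMD.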

We also compared expression patterns of hybrid embryos with a *D. melanogaster* mother to those with a *D. simulans* mother, and found that most differences seemed to be due to differing patterns of maternal deposition or noisy expression (S3 Fig). Thus, we conclude that there do not seem to be any expression patterns that are not explained by differences in the parents or that are unique to the hybrid context.

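The EMD was averaged over the 6 pairs of embryos from different directions of the cross, and over the 4 pairs within a direction. For 4519 genes of any chromosome with an FPKM of at least 10 in a slice of every hybrid embryo, the medians were 2.19% and 1.96% of the embryo length. An exact permutation test over the 10 ways to split 5 embryos into 3 and 2 cannot go below p = 0.1, so no gene could pass a threshold of 0.05 in this design. At that smallest p stood 919 genes, where 452 would be expected with no difference. The median over genes of the EMD between directions minus that within them was 0.142% of the length, and it changed sign, to -0.0411%, without the second embryo with a *D. simulans* mother. When the 10 pairwise distances were permuted as if they were independent, which they are not because pairs share embryos, 598 genes had a nominal p below 0.05, where 226 would be expected. The smallest q was then 0.0969, so 0 genes passed q = 0.05. The smallest p of this permutation is 0.00476, with which no gene could pass a Bonferroni correction over 4519 genes. Hsp83 (FBgn0001233, 3L from 3192969 to 3197059 in release 5) differed most, with an EMD of 21.9% of the length between directions and 2.22% ± 1.21 (SD, n = 4 pairs) within them. Hsp22 (FBgn0001223, 3L from 9366031 to 9368064) had 21.3% between and 4.71% ± 1.41 (SD, n = 4) within, and Sec61beta (FBgn0010638, 2R from 10506276 to 10507186) had 13.2% between and 2.53% ± 1.02 (SD, n = 4) within. Of the 598 genes, 542 had a paternal share, and their median maternal share was 81.6%, against 84.0% for the other genes. At least 60% of the transcripts were maternal in 81.4% of them, and in 79.9% of the others. X-linked genes were not left out of these shares, and in 2 embryos their median paternal share was 0.154% and 0.28%. The paper proposes that most pattern differences between the directions are due to maternal deposition or noisy expression.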

### Spatially varying allele-specific expression highlights genes with cis-regulatory changes

Comparisons of patterns in absolute expression data suffer from difficulties in comparing embryos of subtly different sizes and stages, especially when those embryos are of different species. However, this is not a concern for genes with spatially varying allele-specific expression (svASE)—that is, expression in one part of the embryo that is differently biased compared to another part of the same embryo. Statistical tools for identifying spatial patterns in continuously varying data are limited compared to more traditional treatment/control designs [21, 22]. Therefore, we chose to use a simple ASE score, the ratio of the difference between the number of *D. simulans* and *D. melanogaster* reads and the sum of the number of reads,

$$\begin{array}{c} ASE=\frac{n_{sim}-n_{mel}}{n_{sim}+n_{mel}} \end{array}$$ (1)

which is robust to the depth of sequencing of each sample and bounded between -1 (100% *D. melanogaster*) and 1 (100% *D. simulans*). These properties also facilitate mathematical fitting of svASE across samples.

As expected, we found that overall levels of ASE were significantly higher in genes that had been previously classified as maternally deposited in a developmental time course [23], while zygotic genes had much lower levels of ASE (S5 Fig). 

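The classes of the developmental time course are not part of the article, so 20 maternal and 28 early zygotic genes known from the literature of early development were fixed as lists, of which 8 and 18 could be tested on the autosomes. A gene entered with an ASE value in at least 3 slices of every hybrid embryo, and its mean ASE in an embryo was turned into the log2 ratio of maternal to paternal transcripts. The median over genes of the mean log2 ratio was 2.28 for the maternal list, with a range of 0.23 to 6.91. It was 0.04 for the zygotic list, with a range of -0.20 to 0.23. These are means over embryos, and in 4 of the 5 single embryos the ranges of the lists overlapped. Within embryos, the maternal median exceeded the zygotic median by 2.27 ± 0.59 (SD, n = 5 embryos), and it did so in each of the 5 embryos, by 1.57 to 3.20. The exact sign-flip permutation test over embryos gave p = 0.062 (two-sided), the smallest that 5 embryos allow. Over all 4610 autosomal genes tested by limma on the same log2 ratios, 2756 were higher for the maternal allele at an adjusted p below 0.05 in both directions of the cross. Values of complete bias are absent from the ASE table and do not enter these ratios. In edgeR on the allele counts, which covered only 2 maternal and 7 zygotic genes of the lists, the difference was 5.54 on the log2 scale.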

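Paternally biased genes were sought with limma on the log2 ratio of the mean ASE in each hybrid embryo, with a coefficient for each direction of the cross, over 4610 autosomal genes. None had a higher paternal allele at a Benjamini-Hochberg adjusted p below 0.05 in both directions, and none did at an unadjusted p below 0.05. The paternal allele was the higher in both directions, at any p, in 13 genes. Among the 1506 genes with usable allele counts, edgeR's quasi-likelihood test and DESeq2 with a library size shared by both alleles of an embryo also gave 0 genes, and 0 at an unadjusted p below 0.05. A separate TMM factor for each allele gave 424, since such factors rescale the maternal and the paternal allele of an embryo against each other. On simulated ASE of 4610 genes, limma called 7 genes paternally biased. The simulation kept the real mean maternal log2 ratio of each gene, which is below 0 in some, such as hkb at -0.203. These 7 calls need therefore not be false.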

Aside from these maternally deposited genes, and consistent with previous observations at other stages [24, 25], we did not find any convincing evidence of imprinting (i.e. zygotic transcription of the paternal copy of a gene).

In order to identify genes with svASE, we fit two different simple patterns to the ASE as a function of embryo position (Fig 1A). Manual inspection of the data suggested that there were two primary patterns that appeared in the data: some genes had ASE biased towards one species at one extreme of the embryo then gradually transitioned to a different level of bias at the other end, while other genes had an approximately constant baseline of ASE with a relatively confined region that had a different level of ASE. We found that fitting a step-like (logistic) function did a reasonable job of identifying the first class, while a peak-like (Gaussian) function fit the second. While more complicated ASE patterns are conceivable, we did not observe any genes with such patterns.

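A spline with 7 knots was fitted to the ASE of the same genes as the simple functions. It explained at least 45% of the variance in 19 genes where neither simple function did. Each hybrid embryo in turn was then predicted from the other 4. The spline came closer than the better simple function in 17 of these 19 genes. They had been chosen on all 5 embryos for a better spline fit. In the embryos left out, the spline explained at least 45% of the variance in 0 of the 19 genes. The better simple function also stayed below 45% there in all 19. Genes called by the simple functions were not held to this limit in embryos left out, so it does not rule out other patterns.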

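The functions were fitted to the ASE of 4323 autosomal genes with a value in at least 50% of the 126 hybrid slices, against the position of the slice as a fraction of the embryo length, over a grid of 51 midpoints with 10 steepness values for the logistic and 8 widths for the Gaussian function. X-linked genes were left out because the text does not give the sex of every embryo. A step-like function explained at least 45% of the variance and more than a peak-like function in 26 genes, and a peak-like function did so in 34, with a median share of 54.7% and 54.0%. Both functions passed 45% in 42 of these 60 genes, so that the class of a gene can rest on a small difference in fit. ASE followed the fitted curve in the same direction in every embryo that could be compared in 25 of the 26 step-like and 33 of the 34 peak-like genes. At the anterior end, 13 step-like genes were the more *D. melanogaster*-biased, and 24 peak-like genes had a peak towards *D. simulans*. The best step-like fit was CG8960 (FBgn0035315, 3L from 2197013 to 2198089 in release 5) with R² = 0.799, where the fitted ASE ran from -0.729 at the anterior end to -0.0372 at the posterior end, and Pearson's r with the curve was 0.928 to 0.983 in the 5 embryos. NimC4 (R² = 0.774) went from 0.637 to -0.325, and CG4500 (R² = 0.748) from -0.287 to 0.478. Then came fz2 and CG15628 (R² = 0.720), which went from -0.129 to 0.56. Among peak-like genes, CG43085 (FBgn0262531, 3L from 17638586 to 17639837) had R² = 0.869, with a fitted ASE of 0.266 at 10% of the length against a baseline of 0.899, and a step-like function fitted it nearly as well, with R² = 0.861. Elba2 (R² = 0.721), srw (R² = 0.701), CG14915 (R² = 0.695) and Bsg25A (R² = 0.658) followed, with peaks at 88%, 54%, 54% and 76% of the length. Ance (FBgn0012037, 2L from 13905645 to 13909212) had a peak towards *D. melanogaster* at 32% of the length, with a fitted ASE of -0.443 against a baseline of 0.275 and R² = 0.57. The step-like genes bmm (R² = 0.523), pxb (R² = 0.519), CG8147 (R² = 0.501), path (R² = 0.486) and comm2 (R² = 0.471) lay closer to the threshold. Centring ASE within each embryo moved the counts most, to 40 step-like and 49 peak-like genes, which included 59 of the 60. Of the 60 genes, CG30080 and CG42662, which have the same locus, had identical fits, as had CG43355 and sala, which overlap. These 4 genes are named after their values were seen.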

We identified 45 genes where a step-like function explained at least 45% of the variance in ASE (Fig 1B and S6 Fig), and 21 where a Gaussian function explained at least that much of the variance (Fig 1C and S6 Fig; if both explained over 45% of the variance for a gene, we only count the one that better explains the variance). In order to estimate a false discovery rate, we shuffled the *x*-coordinates of the ASE values, and refit the functions. Of 1000 shuffles, only 6 (sigmoid) and 0 (peak) genes cleared the threshold for svASE, which implies false discovery rates of ≈0.020396% (sigmoid) and <0.001925% (peak). 

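The positions of the 126 slices were shuffled 100 times and both functions refitted to all 4323 genes. In the 100 shuffles together, 1 step-like and 1 peak-like gene passed 45% of the variance, a mean of 0.02 genes per shuffle against the 60 found at the true positions. Shuffling positions only within each embryo gave 0 genes in 100 shuffles. Rotating the positions of each embryo by a random offset, which keeps neighbouring slices together, gave a mean of 0.65 genes per shuffle, with 20 in the largest.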

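With the same 100 shuffles, the lowest share of explained variance at which the mean number of shuffled genes was at most 10% of the real number was 14%, which 268 genes passed against a mean of 24.07 in the shuffles. At 12% of the variance, 312 genes passed against a mean of 64.3, or 20.6%. Shuffling within each embryo placed the 10% level at 10% of the variance with 386 genes, and rotating positions placed it at 19% with 205 genes.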

We selected the 45% variance-explained cutoff manually as a point where the patterns are visually clear; at a more relaxed 10% FDR cutoff, we found 320 genes where fitting explains at least 12% of the variance in ASE.

We were curious whether genes with svASE were enriched for any Gene Ontology (GO) terms that might indicate selection on a particular function or pathway [26, 27]. We found enrichments for genes involved in “embryonic morphogenesis” (GO:0048598, q-value 2.3 × 10^−6^), including “transcription factors” (GO:0003700, q-value 9.8 × 10^−7^) and “transmembrane receptors” (GO:0099600, q-value 2.2 × 10^−2^). These included key components in important signaling pathways, such as *fz2* (a Wnt receptor) and *sog* (a repressor of the TGFβ—signaling pathway). 

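fz2 (FBgn0016797) lies on 3L from 19134075 to 19228473 in release 5 of the genome. ASE was called in 113 of the 126 hybrid slices, and a step-like function with its midpoint at 32% of the embryo length explained R² = 0.723 of its variance. The fitted ASE was 0.602, towards *D. simulans*, at the anterior end and -0.155 at the posterior end. Pearson's r with the fitted curve was 0.902, 0.846 and 0.875 in the 3 embryos with a *D. melanogaster* mother and 0.810 and 0.906 in the 2 with a *D. simulans* mother. For sog (FBgn0003463), on the X chromosome from 15497316 to 15527467, ASE was called in 88 slices. The better fit was peak-like, with R² = 0.0553, and the step-like fit had R² = 0.0432. In the 4 embryos that could be compared, Pearson's r with the fitted curve was between -0.161 and 0.0449. As an X-linked gene, sog was fitted over all embryos with values, without a choice by sex. In the 3 embryos whose median paternal share of X-linked genes is above 1%, a choice made after the values were seen, the step-like fit of sog had R² = 0.28 and the peak-like fit R² = 0.271, over 70 slices.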

*Myc*, a cell cycle regulator that is a target of both of these pathways, also had significant svASE. However, when we used all non-uniformly expressed genes from [28] as a background set, we did not find any enriched GO terms, suggesting that the enrichments are driven by functions shared by spatially patterned genes overall, rather than among svASE genes specifically.

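*Myc* is listed under its FlyBase symbol dm (FBgn0262656) on the X chromosome from 3267192 to 3285730 in release 5. ASE was called in 81 slices. A step-like function with its midpoint at 54% of the embryo length explained R² = 0.321 of the variance. This is below the 45% asked of the autosomal genes. It is above the 14% that a 10% FDR needs, but that level comes from autosomal genes only. The fitted ASE was -0.434 at the anterior end and -0.0282 at the posterior end, and Pearson's r with the curve was 0.782, 0.631 and 0.60 in the 3 embryos with enough values.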

Finally, we looked for genes that are consistently biased towards one species, regardless of parent and spatial pattern. We found 84 genes with strongly *D. melanogaster*-biased ASE, and 39 genes with strongly *D. simulans*-biased ASE (S7 Fig). 

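Over 4610 autosomal genes with an ASE value in at least 3 slices of every hybrid embryo, the mean ASE of each embryo was turned into a log2 ratio of *D. simulans* to *D. melanogaster* and tested with limma, with a coefficient for each direction of the cross and an estimate of the spread shared by all 5 embryos. At a Benjamini-Hochberg adjusted p below 0.05 and the same sign in both directions, 104 genes were *D. melanogaster*-biased and 132 were *D. simulans*-biased, and all 236 had the same sign in all 5 embryos. The counts depended on the embryos with a *D. simulans* mother. Without the first or the second of them, 33 and 37 genes were *D. melanogaster*-biased and 75 in each case were *D. simulans*-biased. Without the first embryo with a *D. melanogaster* mother, 81 were *D. simulans*-biased. A log2 ratio of at least 1 left 58 and 64, and slices as samples gave 288 and 233. Among the 1506 genes with usable allele counts, edgeR's quasi-likelihood test called 38 and 44 genes, and DESeq2 called 40 and 48. The 1232 genes in both tests had log2 ratios with a Pearson r of 0.991 for a *D. melanogaster* mother and 0.992 for a *D. simulans* mother across genes, which are not independent replicates, and 59 genes were called by both tests. The most *D. melanogaster*-biased gene was CG8066 (FBgn0038243, 3R from 10393333 to 10394569 in release 5), with a log2 ratio of -4.84 (standard error 0.23, limma adjusted p = 2.93e-06) with a *D. melanogaster* mother and -4.21 (standard error 0.28, limma adjusted p = 2.56e-05) with a *D. simulans* mother. It was followed by nonA-l, fj, gogo and phr, whose log2 ratio averaged over the directions was -3.59, -3.53, -3.39 and -3.35. The most *D. simulans*-biased gene was Cyp6d5 (FBgn0038194, 3R from 9854950 to 9857205), with a log2 ratio of 5.10 (standard error 0.19, limma adjusted p = 1.76e-06) and 5.49 (standard error 0.24, limma adjusted p = 8.52e-06). It was followed by CG16758, CG8369, CG7510 and DNaseII, at 5.02, 3.98, 3.53 and 3.44. In the parental embryos 0.118% of the allele counts of the median slice of the *D. melanogaster* embryo, and 0.204% of those of the *D. simulans* embryo, were of the other species. In simulated ASE of 4610 genes with a species bias of 1.5 on the log2 scale in 200 of them, limma found 29% of these, but 97.4% of the 38 with a maternal log2 ratio under 0.5, because a large maternal excess hides a species bias of this size. It called no unbiased gene.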

Given that the gene models we are using are taken entirely from *D. melanogaster*, we may be underestimating the true quantity of *D. simulans* biased genes (this caveat does not apply to spatially varying ASE, since inaccurate gene models would not lead to spatial variation across the embryo). Intriguingly, a few of these genes are expressed at comparable levels and with similar spatial patterns in the *D. melanogaster* and *D. simulans* parental embryos, indicating they may be affected by compensatory cis- and trans-acting changes. These species-biased genes are spread throughout the genome, suggesting that this effect is not a consequence of a single cis-regulatory change or inactivation of a single chromosomal region.

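Of the 236 species-biased genes, 180 had a mean FPKM of at least 10 in sum over the *D. melanogaster* and *D. simulans* embryos, each a single embryo without replicate error. In 42 of these the difference between the parents was under 0.2 of their sum, and in 21 of the 180 it had the opposite sign to the bias in the hybrids. The 42 genes had a median absolute ASE of 0.323 in the hybrids, up to 0.620, against 0.40 for all 180, and in 8 of the 42 the patterns of the parents along the axis had a Pearson r over 0.5. None of the 8 had an absolute mean ASE over 0.5. With the highest slice in place of the mean over slices, 52 of 223 genes lay under 0.2. In most genes the parents differed as the alleles did. The *D. simulans* embryo had the lower FPKM in 62 of 74 *D. melanogaster*-biased genes and the higher FPKM in 97 of 106 *D. simulans*-biased genes, and the ASE and the parental difference had a Pearson r of 0.849 across the 180 genes, which are not independent replicates. For example, Cyp6d5 had a mean FPKM of 2.30 in the *D. melanogaster* embryo and 159 in the *D. simulans* embryo. The paper proposes compensatory cis- and trans-acting changes for genes at comparable levels in the parents.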

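By chromosome arm, species-biased genes were 49 of the 1010 genes tested on 2L (4.85%), 44 of 1109 on 2R (3.97%), 70 of 1074 on 3L (6.52%), 72 of 1369 on 3R (5.26%) and 1 of 48 on the fourth chromosome (2.08%). Fisher's exact test of each arm against the others, two-sided and adjusted over the 5 arms, gave its smallest adjusted p, 0.108, for 3L. Neighbouring genes are not independent, which this test does not take into account.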

### A single SNP contributes to svASE in the gap gene *hunchback*

We noticed that *hunchback (hb)*, an important transcriptional regulator [8, 29, 30], had strong svASE (step-like fit *r*^2^ = 0.57; Fig 1B). 

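hb (FBgn0001180) lies on 3R from 4516702 to 4523544 in release 5 of the genome. ASE was called in 98 of the 126 hybrid slices, and the step-like function explained R² = 0.571 of its variance, against R² = 0.548 for the peak-like function. The fitted ASE was -0.790 at the anterior end and -0.0512 at the posterior end. Pearson's r with the fitted curve was 0.807, 0.741 and 0.581 in the embryos with a *D. melanogaster* mother and 0.858 and 0.885 in those with a *D. simulans* mother. Leaving out each embryo in turn gave R² between 0.532 and 0.656.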

Since the regulation of *hb* is relatively well-characterized, this provided the opportunity to study the sequence-level causes of the svASE that we observed.

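In the anterior-most slice with a value for hb, ASE was -0.846, -0.800 and -0.705 in the 3 hybrid embryos with a *D. melanogaster* mother and -0.839 and -0.800 in the 2 with a *D. simulans* mother, a mean of -0.798 ± 0.0561 (SD, n = 5 embryos). That slice was the first in 3 embryos and the second in the second replicate of each direction, where the first has no ASE value for hb. Whether it held reads of a single species or too few reads is not known, and it was not filled. Behind the sixth slice, the median ASE was -0.0678, -0.104 and -0.0972 with a *D. melanogaster* mother and 0.0443 and 0.0232 with a *D. simulans* mother. The difference between the tip and these slices was -0.758 ± 0.108 (SD, n = 5) and negative in 5 of 5 embryos. The exact sign-flip permutation test gave p = 0.062 (two-sided), the smallest that 5 embryos allow. The FPKM of hb in that slice was 6.24, 5.34 and 32.6 with a *D. melanogaster* mother and 11.2 and 6.72 with a *D. simulans* mother. The hb gene is not among those whose deposited counts are usable, so the number of assignable reads that the paper gives for the anterior-most slice could not be compared.

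**Figure D1:**
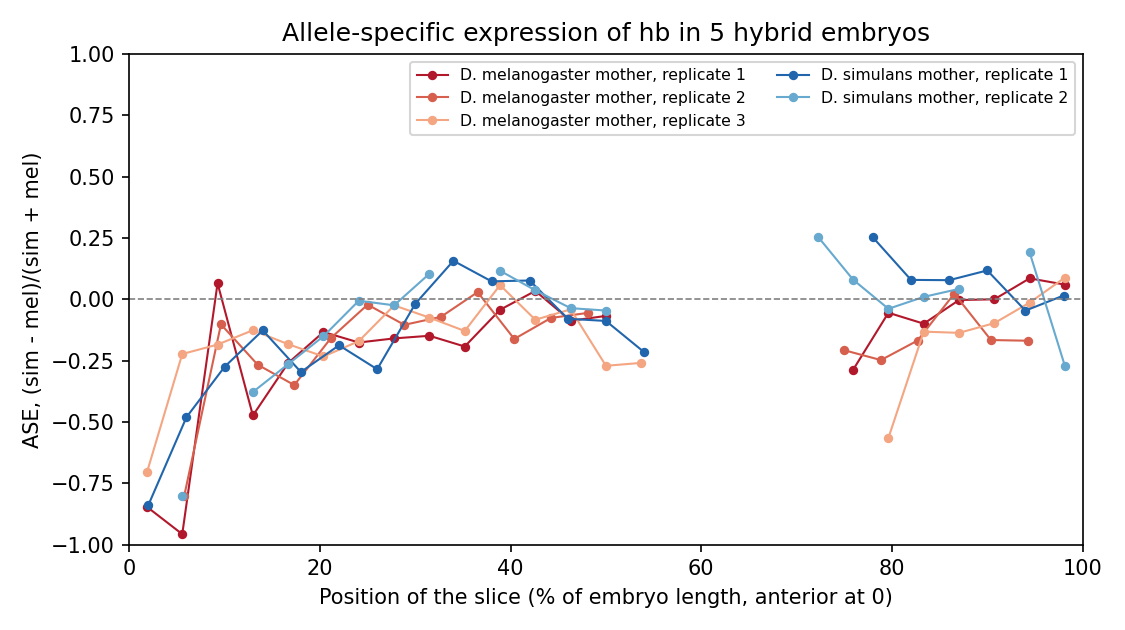
ASE of hb against the position of the slice as a percentage of embryo length, with the anterior end at 0, in 5 hybrid embryos. Each point is a slice with an ASE value, lines join neighbouring slices that both have values, red shades stand for a *D. melanogaster* mother and blue shades for a *D. simulans* mother, and ASE below 0 is towards *D. melanogaster*. The anterior-most points lie between -0.846 and -0.705 in all 5 embryos.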

The *hb* svASE was driven by the anterior tip, which had a strong bias towards the *D. melanogaster* allele (Fig 2A). Although the anterior tip has lower expression levels of hunchback than other parts of the embryo, there were more than enough reads to be confident that there is a bias (between 38 and 599 assignable reads per library in the anterior-most slice). 

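At the anterior tip, the ASE values of hb correspond to 12.0, 9.00 and 5.79 *D. melanogaster* transcripts for each *D. simulans* transcript in the hybrid embryos with a *D. melanogaster* mother, and to 11.4 and 9.00 in those with a *D. simulans* mother, with a median of 9.00. By direction of the cross, ASE at the tip was -0.784 ± 0.0717 (SD, n = 3) with a *D. melanogaster* mother and -0.819 ± 0.0275 (SD, n = 2) with a *D. simulans* mother, which differ by less than the spread between embryos. Behind the first 6 slices the median ASE was -0.0897 ± 0.0193 (SD, n = 3) and 0.0337 ± 0.0149 (SD, n = 2), so that every embryo leaned towards its mother's species. The mean ASE of those slices corresponds to an excess of maternal over paternal transcripts of 16.5%, 24.1% and 28.2% with a *D. melanogaster* mother and of 1.68% and 6.06% with a *D. simulans* mother. The mean excess was 15.3% ± 11.3 (SD, n = 5 embryos), and the exact sign-flip permutation test gave p = 0.062 (two-sided), the smallest that 5 embryos allow. These are slice means of ASE and not sums of reads. With the median over slices the mean excess was 14.7%.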

Compared to ASE elsewhere in the embryo, ASE in the anterior tip was both stronger (∼10-fold more *D. melanogaster* transcripts than *D. simulans*), and also less affected by the species of the mother (excluding the first six anterior slices, there are 5-15% more reads from the maternal species than the paternal). When we compared expression in two quantitative atlases of *hb* expression [13, 31], we found that although the *D. melanogaster* and *D. simulans* expression patterns were qualitatively quite similar (Fig 2B and 2C), a more careful analysis of the *hb* expression revealed more expression in nuclei at the anterior tip of *D. melanogaster* embryos than in matching nuclei of *D. simulans* (Fig 2D and S8 Fig). Computing expected allele-specific bias (see Methods) in each slice of the embryo showed strong qualitative and quantitative agreement with the actual ASE (Fig 2E; Pearson *r* = 0.62).

**Fig 2:**
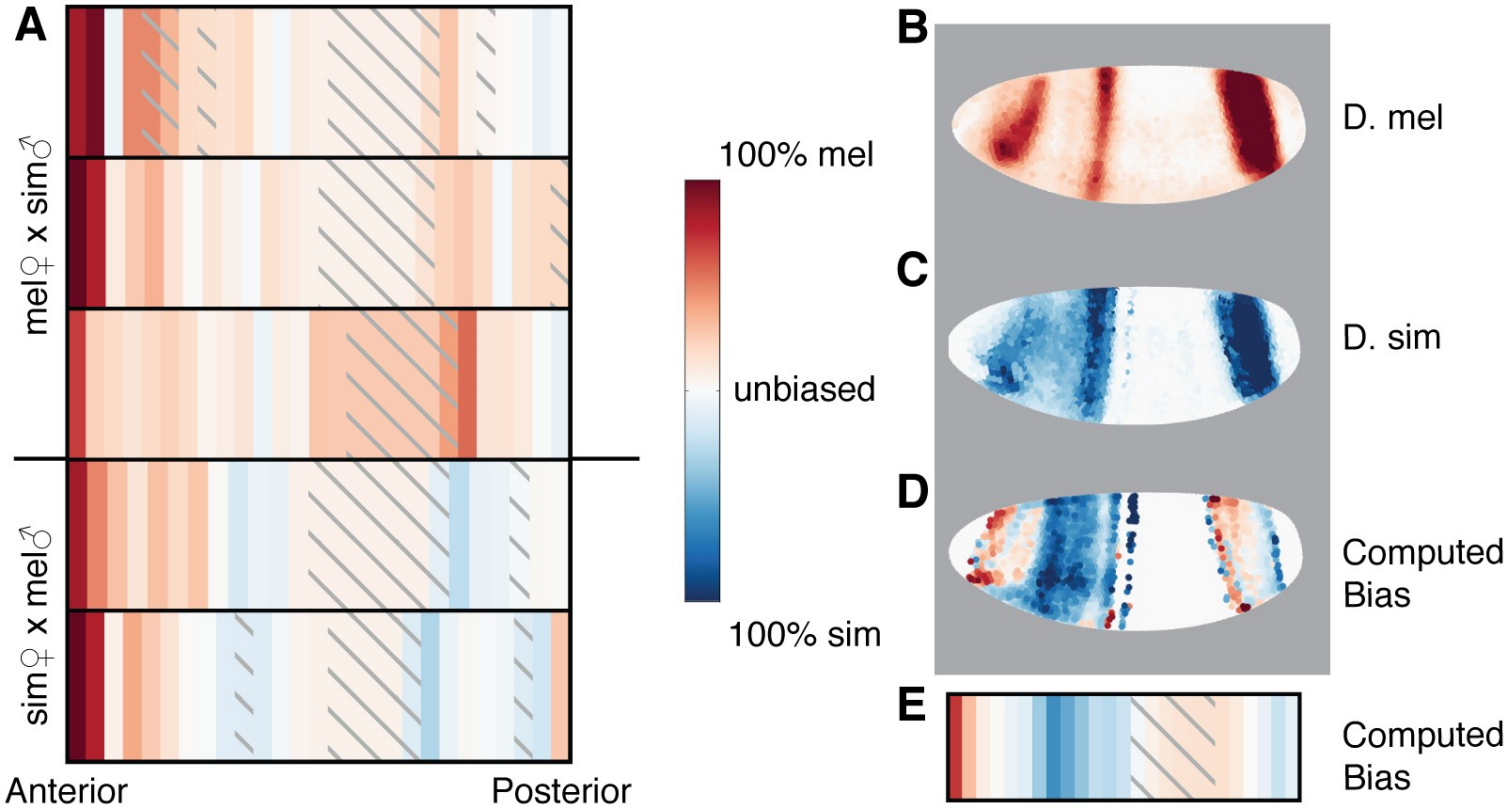
Hybrid embryos show strong melanogaster-specific expression of *hunchback* in the anterior. A) Heat map of svASE of *hb* shows a significant *D. melanogaster* bias in the anterior tip of the embryo. Each row is a different embryo. Embryos with a melanogaster mother are above the horizontal line. B-C) *In situ* hybridization for *hb* in parental embryos at the 26-50% membrane invagination stage from [31] (C) and [13] (D). Images are arranged anterior to the left and dorsal up. D) Computed bias for each nucleus. Nuclei with low expression in both species (less than 20% of the peak expression value) are colored white to reflect no callable bias. E) Overall computed bias for each 4% section of the embryo by x-position. *D. melanogaster* and *D. simulans* expression levels are summed for each nucleus in that section of the embryo, then bias computed. Bias is not computed for the middle sections of the embryo where no RNA-seq bias data is available due to low *hb* expression.

We next examined known regulatory sequences near *hb* for changes in TF binding sites that might cause the strong ASE in the anterior tip of the embryo. We downloaded from RedFly all known CRMs and reporter constructs with *hb* as a target [32]. There are three known minimal CRMs for *hb* that have been tested for embryonic activity using transgenic constructs: the canonical anterior CRM proximal to the *hb* P2 promoter [33, 34], a more distal “shadow” CRM [35], and an upstream CRM that drives expression in both the anterior and posterior domains, but not the anterior tip of *D. melanogaster* [36] (Fig 3A). We excluded the upstream CRM from further consideration and used FIMO to scan the other regulatory sequences for motifs of the 14 TFs with ChIP signal near *hb* [37, 38]. Binding in the canonical Bicoid-dependent anterior element gained a single weak Bicoid motif and two very weak Huckebein (Hkb) motifs in *D. simulans* relative to *D. melanogaster* (Fig 3B, S9 Fig), with one of the gained Hkb motifs overlapping the gained Bcd motif. The distal “shadow” CRM gained twist and Dichaete binding motifs between *D. melanogaster* and *D. simulans* [3, 35] (Fig 3C). Unsurprisingly, binding sites for other TFs outside the core regulatory elements displayed pervasive apparent turnover, with multiple gains and losses between the species (S9 Fig) [5, 39].

**Fig 3:**
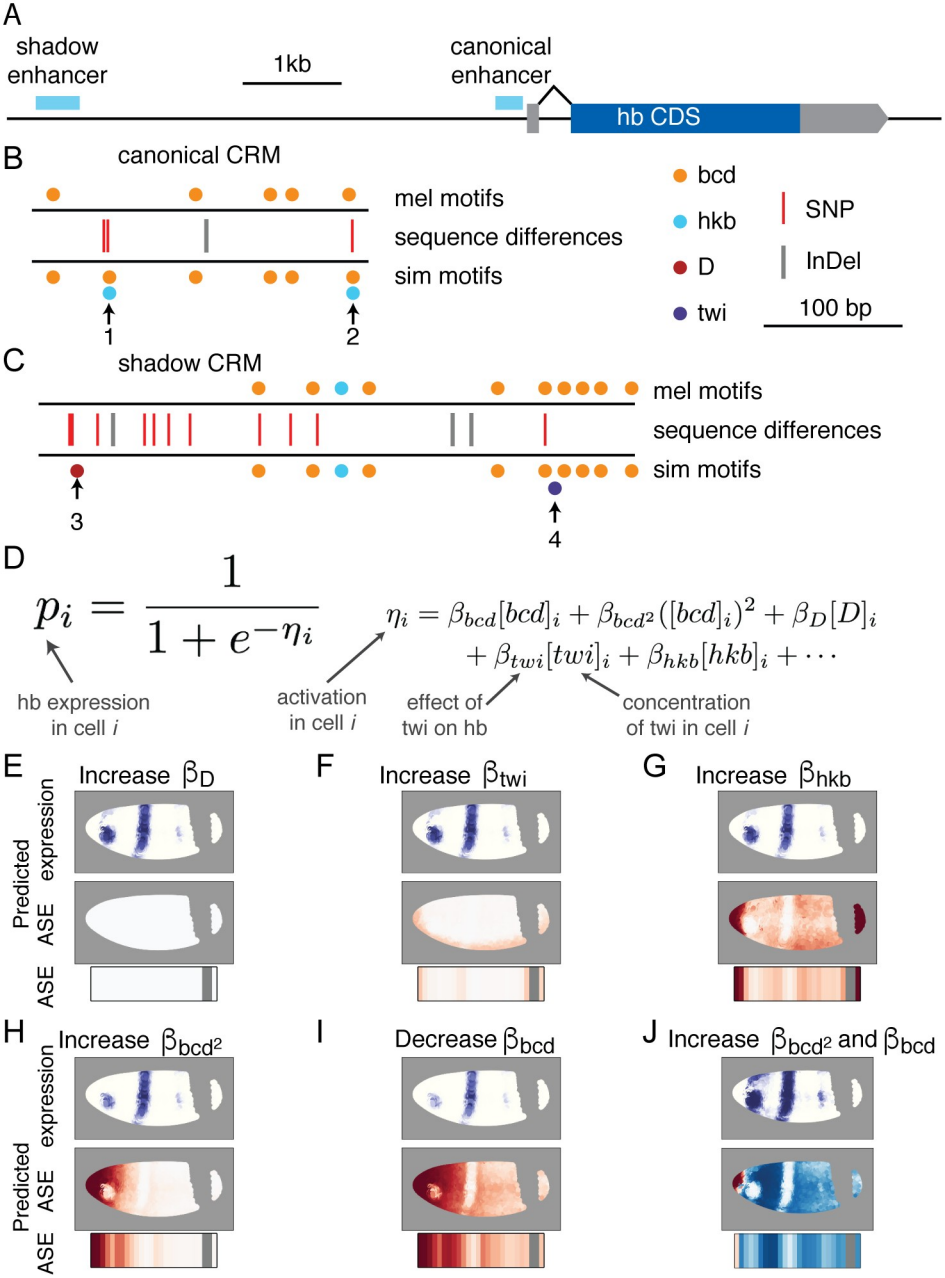
Cis-regulatory changes in *hb* regulatory regions could cause the observed svASE. A) Regulatory elements near the zygotic *hunchback-RA* transcript. B-C) FIMO binding motifs and inter-specific variants of the anterior activator (B) and shadow CRM from [35] (C). Species-specific predicted binding sites are highlighted with arrows. D) Overview of the logistic expression model. A function is fit for wild-type *D. melanogaster*, then individual activation/repression coefficients are independently adjusted for each TF. E-J) Predicted ASE from adjusting strength of each TF in the model in order to maximize the variance in the real ASE explained by the predicted ASE. Predicted absolute expression is shown in purple above, ASE per nucleus is shown in the middle panel in opposed red/blue, and predicted ASE in a sliced embryo is shown below. Note that in panel I, although a Bicoid site is gained in *D. simulans*, the best fit according to the model would be to decrease the coefficient.

Anterior zygotic expression of *hb* is driven primarily by Bicoid, but there are details of the expression pattern at mid-stage 5 that cannot be explained by the relatively simple Bicoid gradient, and the loss of expression at the anterior tip of *D. simulans* cannot be explained by additional Bicoid-dependent activation. In order to more fully understand how this pattern might be specified and what the effects of binding site changes could be, we took a modeling-based approach similar to [40]. We used the 3-dimensional gene expression atlas from [31] to test regulators in a logistic model for the anterior *hunchback* expression domain (see Methods). The model included a linear term for every gap gene TF bound in the anterior activator CRM [37] and a quadratic term for Bicoid to account for observations that it may lose its ability to act as an activator at high concentrations [40, 41]. The best fit model (S2 Table, S10 Fig) had the strongest coefficients for the two Bicoid terms, consistent with previous studies examining *hb* output as a simple function of Bcd concentration [3, 33, 42]. The other TFs that bind to the locus are understood to be either repressors or have unclear direction of effect, and the coefficients for those TFs are negative or only weakly positive [8, 43, 44]. The exceptions to this are D and twi which act as weak activators in the model, and may be related to observations in the literature of bifunctionality for these TFs [45, 46].

We built this model to determine whether any of the binding site changes between *D. melanogaster* and *D. simulans* could plausibly explain the ASE that we observe in *hb*. Therefore, we did not make any effort to determine the minimal set of TFs that would drive the *hb* pattern, nor did we include a term to model predicted auto-regulation [47, 48]. Furthermore, the model underestimates the quantitative expression levels outside of the strongest part of the anterior stripe. As a result, it may be both overfit and an imperfect representation of the underlying cis-regulation of *hb* transcription, but should nevertheless indicate the likely effects of changes in TF binding.

In order to predict what effect the TF binding changes would have on expression in a *D. simulans* (or hybrid) embryo, we adjusted the coefficient for each TF independently to find the coefficient that best predicted the observed ASE. We then compared the output of the *D. melanogaster* model to the adjusted one (Fig 3E–3J). Adjusting the Bcd coefficients, either alone or in tandem (Fig 3H–3J), and increasing the Hkb coefficient (Fig 3G) produced a predicted ASE pattern quite similar to the actual expression differences we observed between the species. Furthermore, adjusting the coefficients for the TFs with binding changes in the shadow CRM did not yield strong correlation with the observed ASE. We therefore hypothesized that the combined Bcd/Hkb site is involved in the lower expression of the *D. simulans* *hb* anterior domain. Because the FIMO binding score for Hkb was very weak and its predicted presence depended on the specific Hkb position weight matrix used, we decided to focus on the combined Bcd/Hkb (Fig 3B site 1) rather than the Hkb-only locus (site 2).

To test the prediction that the regulatory changes at this locus were responsible for the allele-specific expression, we used CRISPR-Cas9 and homology-directed repair genome editing to introduce the SNP cluster containing the Bicoid/Hkb binding site from *D. simulans* into *D. melanogaster* embryos [49, 50]. Sanger sequencing of the region showed no off-target edits. When we stained *hb* in homozygous embryos, the patterns were qualitatively quite similar (Fig 4D and 4E and S12 Fig), as expected based on our comparison of the *D. melanogaster* and *D. simulans* atlases (Fig 2B and 2C).

**Fig 4:**
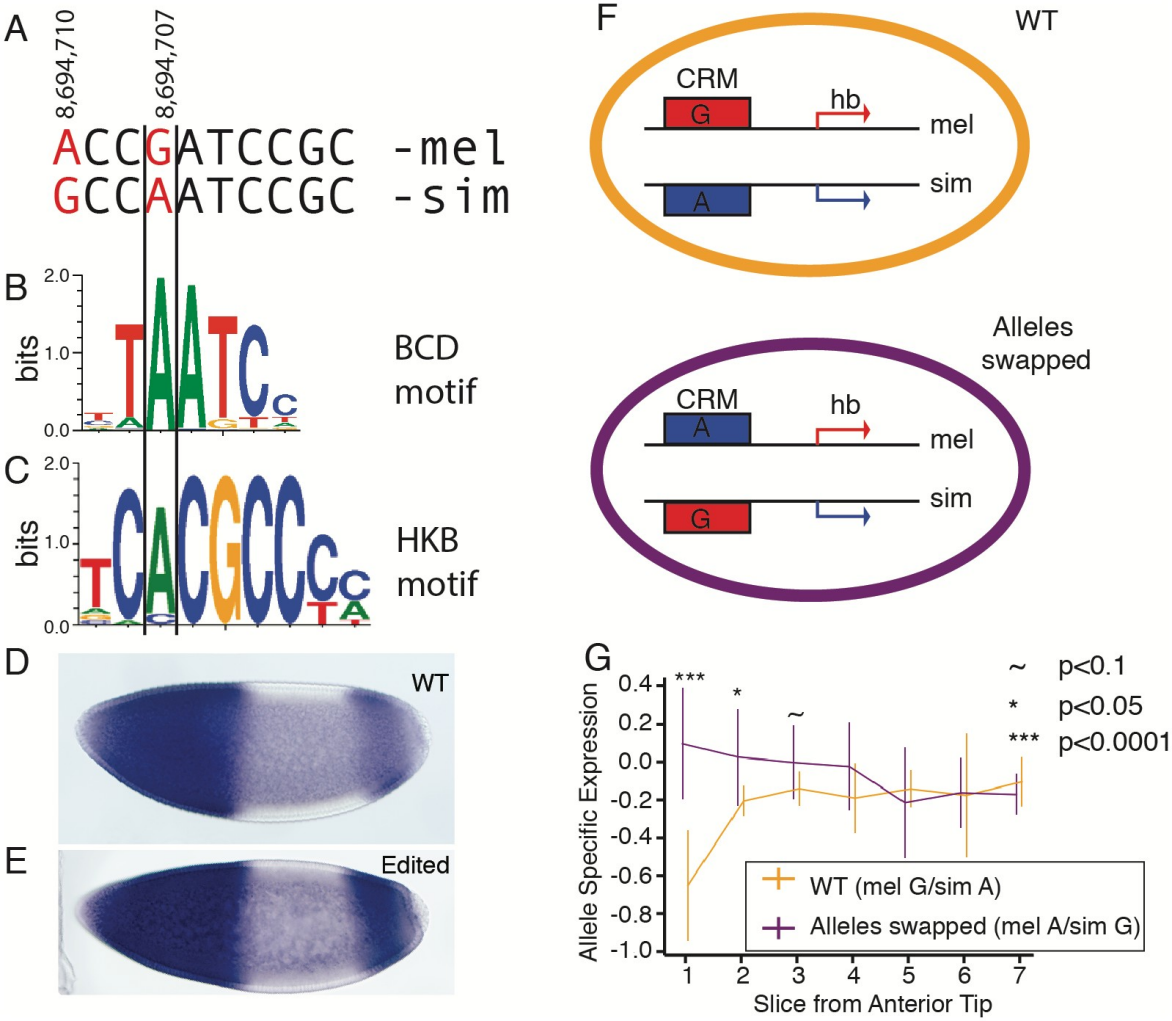
CRISPR-Cas9-mediated editing shows a Bicoid site in *D. simulans* is responsible for the change in expression pattern. A) A pair of SNPs in the canonical *hb* CRM at the indicated coordinates on *D. melanogaster* chromosome 3R. SNPs between *D. melanogaster* and *D. simulans* marked in red. B) The Bicoid binding motif aligned to the site of the binding change. C) The Huckebein binding motif aligned to the site of the binding change. D-E) Staining of *hb* in the two most closely staged wild-type (D) and CRISPR-edited (E) *D. melanogaster* embryos. F) We created hybrid embryos with the wild-type alleles on the wild-type chromosomes (orange), or with the *D. simulans* copy of *hb* driven by the more *D. melanogaster*-like CRM and the *D. melanogaster* copy of *hb* driven by the more *D. simulans*-like CRM (purple). G) Allele-specific expression measured by pyrosequencing in slices from 4 wild-type hybrid and 3 allele-swapped hybrid embryos. Error bars indicate standard deviation across 3 SNPs in all slices at the indicated slice. Significance markers indicate results of 2-sample, 2-sided *t*-tests. As usual, +1 is 100% *D. simulans* bias, and -1 is 100% *D. melanogaster* bias.

Since the *in situ* hybridizations could be influenced by even slight mismatches in the developmental timing of each embryo, to test the effects of the Bicoid/Hkb binding site SNP we generated a hybrid *D. melanogaster* × *D. simulans* embryo with the regulatory alleles swapped. Since both alleles in a hybrid are in the same nuclei, developmental timing of their expression is perfectly matched.

To generate this allele-swapped hybrid, we took advantage of natural variation within the *D. simulans* population. We noticed that of the two SNPs that differ between *D. melanogaster* and *D. simulans* *w*^501^ in site 1, the SNP that is outside of the core Bcd and Hkb binding motifs is fixed in a survey of 20 *D. simulans* lines, whereas the SNP within the core of the motif (position 4,520,429; Fig 4A) is segregating in *D. simulans* and is the minor allele (present in 3 of the 20 lines in [51]). We then screened a number of *D. simulans* stocks and found a naturally occurring line of *D. simulans* that had the *D. melanogaster*-like sequence in the core motif [52]. Sanger sequencing of the rest of the CRM did not reveal any unexpected SNPs. We crossed this naturally-occurring *D. melanogaster*-like *D. simulans* with the *D. simulans*-like *D. melanogaster* line that we generated with gene editing. We then sliced mid-stage 5 embryos at the same stage as in the RNA-seq experiments, and performed pyrosequencing to determine ASE in *hunchback* transcription. We used 3 allele-swapped hybrid embryos and 4 “wild-type” hybrid embryos. As expected, the *D. melanogaster* bias in slice at the anterior tip of the wild-type embryo was partially reversed in the allele-swapped embryos (Fig 4F). By the 3rd slice into the embryo (approximately 42 μm from the anterior tip) this bias decayed below significance, and by the fifth slice the mean ASE was identical. Thus, we conclude that swapping the alleles affects *hb* ASE, and only in the anterior tip of the embryo, consistent with our prediction.

## Discussion

The study of allele-specific expression in F1 hybrids is a powerful tool for probing the evolution of gene expression [53, 54]. However, previous studies of *Drosophila* hybrids have been limited in their ability to pinpoint the causal variants responsible for the observed cis-regulatory divergence [11, 55, 56]. In particular, the use of adult samples comprising multiple cell types meant that there was comparatively little information about the regulatory environment. In contrast, by focusing on the *Drosophila* embryo and using spatially-resolved samples, we were able to leverage decades of research on *Drosophila* development [31–33, 37, 57–59]. Combining this information with mathematical modeling of gene expression patterns yielded specific, testable predictions about which sequence changes produced the observed expression differences (Fig 3). Finally, by using CRISPR-mediated genome editing, we were able to directly confirm the genetic basis of the divergence in *hb* expression.

Only a spatially resolved approach is likely to find all genes with cis-regulatory differences. Changes in the position but not the absolute level of expression would be lost in bulk samples, and spatially restricted expression changes would tend to be washed out by more highly expressed and less variable regions. Even though the slices do not perfectly align with segmentation gene boundaries, the slicing approach is currently the only way to generate samples with both enough spatial resolution to assay a *Drosophila* embryo and enough read depth for assaying ASE. However, advances in the resolution of spatial transcriptomics or the sequencing depth of single-cell approaches show great promise for studying the evolution of spatially-varying gene expression [60, 61]. Alternatively, samples from later stages in development might use the expression of cell-type specific markers to select for cell types of interest, although this approach has not been used in the syncytial blastoderm [62, 63].

A previous study found allele-specific expression for ∼ 15% of genes in a *D. melanogaster* × *D. simulans* hybrid adult [11]. Considering that 400-600 genes have anterior-posterior (AP) expression patterns in blastoderm stage embryos [28, 57], our results suggest that a roughly similar fraction of these patterned genes have strong svASE. We chose to restrict our study to the AP axis because it is straightforward to generate well-aligned slices with the long axis of a prolate object; there are no doubt many genes with dorsal-ventral expression differences as well, especially since DV CRMs tend to be shorter, and thus potentially more sensitive to sequence perturbation than AP CRMs [64].

Although our experiment with editing the *hunchback* locus was unable to completely resolve the molecular mechanism underlying the ASE, it does suggest that Bicoid may lose its activator activity at the anterior tip of the embryo. Although [40] found that the two Bicoid terms have a net negative effect in the anterior tip of the embryo for *eve*, in our model the balance of the linear activation term and the quadratic repression term is such that at the anterior tip the two approximately cancel each other out. This is consistent with the observations that torso signaling phosphorylates Bicoid in the anterior and deactivates it [65, 66], rather than making Bicoid function as a transcriptional repressor. However, it is not obvious how increased binding of an inactive factor would reduce expression. This suggests that Huckebein binding may be responsible for the ASE in the anterior tip of the embryo, despite the marginal agreement with the consensus motif. Although the motif hit for Hkb was very weak—especially in *D. melanogaster*—Hkb was previously found to bind this locus in *D. melanogaster* embryos [37]. Furthermore, it is unclear what level of agreement with the consensus motif represents biologically relevant binding, especially since TF binding is modulated by chromatin accessibility. Sensitive chromatin immunoprecipitation studies might distinguish between Bicoid and Huckebein action in the anterior tip, but the small number of nuclei involved would make these experiments especially challenging.

The *hb* CRM causal variant’s lack of any obvious phenotypic effect is not surprising, since development at this stage has been shown to be highly robust to perturbations. For instance, although embryos across a 6-fold range in Bicoid concentrations have widespread downstream transcriptional changes, development is able to buffer these changes, at least in part due to differential apoptosis at later stages [67–70]. Development is also robust to large variation in the amount of *hunchback*, with hemizygous embryos giving rise to phenotypically normal adults [71], and previous studies have also found subtle variation in *hunchback* expression patterns between *D. melanogaster* and either *D. virilis* or *D. yakuba*, but these changes have also not been linked to phenotypic divergence [72, 73]. It is also possible that the reduced *hb* expression in *D. simulans* matters only in particular stress conditions, but given the similar cosmopolitan geographic distributions of *D. melanogaster* and *D. simulans*, it is not obvious what conditions those might be. Looking ahead, it will be interesting to apply svASE to other species and developmental timepoints, to efficiently pinpoint candidate genes underlying phenotypic divergence. For example, applying a conceptually similar approach of tissue-specific ASE to the oenocytes of adult *D. simulans* × *D. sechellia* hybrids revealed a gene required for inhibition of interspecies mating [74].

We believe that the informed modeling approach we have taken can serve as a template for dissecting other cis-regulatory modules. For example, eight genes with clear svASE are present in the BDTNP expression atlas [31], and preliminary modeling of the four genes without pair-rule-like striping patterns suggested plausible binding site changes that could be responsible (S13 Fig). In some of these cases, there are multiple binding site changes that could explain our observed svASE equally well, but predict different dorso-ventral gene expression patterns in *D. simulans*—in these cases, *in situ* hybridization for the gene with svASE should provide clearer hypotheses of the causal variants. While more complex approaches might be applied to model the enhancer more faithfully [9, 75, 76], the ability of the simple logistic model to make useful predictions is remarkable. This approach, when applied more broadly and in concert with evolutionary studies, may help refine our understanding of the molecular mechanisms of the cis-regulatory logic underlying spatial patterning.

## Materials and methods

### Strains and hybrid generation

Unless otherwise indicated, we used DGRP-340 as the *D. melanogaster* strain, and *w*^501^ as the *D. simulans* strain. Males of both species were co-housed for 5 days at 18C in order to improve mating efficiency, then approximately twenty males were mated with ten 0–1 day old virgin females of the opposite species per vial with the stopper pressed almost to the bottom. After cohousing, males were sorted using eye color as a primary marker. 5 days later, flies from the vials with larvae were put into a miniature embryo collection cage with grape juice-agar plates and yeast paste (Genessee Scientific).

### RNA extraction, library preparation, and sequencing

We selected single embryos at the target stage (based on depth of membrane invagination) on a Zeiss Axioskop with a QImaging Retiga 6000 camera and transferred them to ethanol-cleaned Peel-a-way cryoslicing molds (Thermo Fisher). We then applied approximately 0.5 μL of methanol saturated with bromophenol blue (Fisher Biotech, Fair Lawn N.J.), then washed with clean methanol to remove the excess dye. Next, we covered the embryo in Tissue-Plus O.C.T Compound (Fisher Healthcare) and froze the embryo at -80 until slicing. We sliced the embryos using a Microm HM550 cryostat, with a fresh blade for each embryo to minimize contamination. We used 1mL of TRIzol (Ambion) with 400 μg/mL of Glycogen (VWR) to extract RNA, ensuring that the flake of freezing medium was completely dissolved in the TRIzol.

Next, we randomized the order of the RNA samples (see Fig 1—source data 1), then prepared libraries using a slightly modified version of the SMART-seq2 protocol [18]. As described in [19], instead of steps 2-5 of the protocol in [18], we added 1μL of oligo-dT and 3.7μL of dNTP mix per 10μL of purified RNA; in step 14, we reduced the pre-amplification to 10 cycles; from step 28 onwards, we reduced the volume of all reagents by five-fold; and at step 33, we used 11 PCR amplification cycles.

We sequenced libraries in 4 separate lanes on either an Illumina HiSeq 4000 or an Illumina NextSeq (See S1 File for lane and index details). RNA-seq data is available from the Gene Expression Omnibus with accession GSE102233.

For pyrosequencing, we generated cDNA from the RNA using SuperScript II and random hexamers. We then amplified a 167 bp amplicon across 4 SNPs using primers AGCTGGACGCCGTCGAAC and 5’ biotinylated GCAACTGAAAGTACCCAGCACAC with DreamTaq Green Master Mix (Thermo Fisher). Then, we performed pyrosequencing using sequencing primer CACATGGGCCGTCTC on a Qiagen Q24 Pyrosequencer according to manufacturer instructions.

### Sequencing data processing and ASE calling

In order to call mappable SNPs between the species, we used Bowtie 2 (version 2.2.5, arguments --very-sensitive) [77] to map previously published genomic sequencing data for the lines in this study (SRR835939, SRR520334 from [78, 79]) onto the FlyBase R5.57 genome. We then used GATK (version 3.4-46, arguments -T HaplotypeCaller-genotyping_mode DISCOVERY--output_mode EMIT_ALL_SITES-stand_emit_conf 10-stand_call_conf 30) to call SNPs [80].

Next, we created a version of the *D. melanogaster* genome with all SNPs that are different between the two species masked. We used STAR (version 2.4.2a, arguments --clip5pNbases 6) to map each sliced RNA-seq sample to the masked genome [81]. We further filtered our list of SNPs to those for which, across all the RNA-seq samples, there were at least 10 reads that supported each allele. We then implemented the WASP filtering step for reads that did not remap to the same location upon computationally reassigning each SNP in a read to the other parent as described in [82]. Although we mapped only to a *D. melanogaster*-based genome, in our experience the choice of reference genome has relatively small effects when looking for patterns of ASE between samples, especially after using the WASP pipeline to filter out reads that can only map reliably in one species [74].

To call ASE for each sample, we used the GetGeneASEbyReads script in the ASEr package (available at https://github.com/TheFraserLab/ASEr/, commit cfe619c69). Briefly, each read is assigned to the genome whose SNP alleles it matches. Reads are discarded as ambiguous if there are no SNPs, if there are alleles from both parents, or if the allele at a SNP does not match either parent. 

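Of the 186 slices, 8 have no values in the authors' ASE table and 17 have none in their FPKM table, and 6 of these lack values in both. The ASE table is blank for slice 15 of the first and of the second hybrid embryo with a *D. melanogaster* mother, slice 21 of the third, and slices 3, 10 and 25 of the second embryo with a *D. simulans* mother, as well as for slice 2 of the *D. melanogaster* embryo and slice 19 of the *D. simulans* embryo. The FPKM file of each slice is present also where the table is blank. In these 17 slices, Pearson's r with the nearest slices of other embryos was between 0.101 and 0.965, with a median of 0.954.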

We excluded samples with fewer than 1 million reads (6 samples) or an overall mapping rate of <52% (9 samples), as we found samples below these cutoffs had much noisier ASE data. Additionally, ASE is ignored if the gene is on the X chromosome and the slice came from a male embryo (which only have an X chromosome from their mother). All other analysis scripts are available at https://github.com/TheFraserLab/HybridSliceSeq (commit b3b8e06, doi:10.5281/zenodo.1193784).

To assign bias in overall ASE, we used DESeq2 to determine whether there was a difference in the number of *D. melanogaster* reads versus the number of *D. simulans* reads. We corrected the size factors for each column containing reference or alternate reads to be equal to the sum of the size factors for the column with reference allele counts and the column with alternate allele counts. Then, we performed DESeq using default arguments and design matrix ∼Sample + refalt. To account for the different number of samples with each mother and the possibility of differing levels of maternal deposition, we performed DESeq separately on samples from each direction of the cross (i.e. *D. melanogaster* mother and *D. simulans* mother). We then plotted the DESeq-estimated log_2_ fold changes for genes that [23] called as either maternal, maternal-zygotic, or zygotic in S5 Fig. To call a gene as either *D. melanogaster* or *D. simulans* biased (S7 Fig), we required a log_2_ fold change indicating bias towards the respective parent and FDR< 0.05 in both directions of the cross.

### Earth mover distance and spatial patterning differences

Earth mover distance (EMD), as described in [20], is a non-parametric metric that compares two distributions of data in a way that roughly captures intuitive notions of similarity. It represents the minimal amount of work (defined as the amount moved multiplied by the distance carried) that must be done to make one pattern equivalent to another, as if transporting dirt from one pile to another. For each slice, we calculate the absolute expression of each gene using cufflinks v.2.2.1 [83]. We normalize all absolute expression patterns by first adding a constant amount to mitigate noise in lowly expressed genes, and then by dividing by the total amount of expression in an embryo.

To compare between the hybrids and the parental embryos, we first calculated a spline fit for each gene on each of the parental embryos separately, first smoothing by taking a rolling average of 3 slices. We then fit a univariate spline onto the smoothed data using the Scipy “interpolate” package. Then, we recalculated the predicted expression for a hypothetical 27-slice embryo of each parent, then averaged the expression data. We next calculated the EMD between this simulated averaged embryo and each of the hybrid embryos. For each gene, we then performed a one-sided t-test to determine whether the hybrid embryos were more different from the average than the EMD between the parental embryos. Although 342 genes had a nominal p-value < .05, none of these remained significant after Benjamini-Hochberg multiple hypothesis testing correction [84]).

To compare embryos between directions of the cross, we calculated the pairwise EMD between embryos within a direction of a cross (i.e. the three possible pairs of hybrid embryos with a *D. melanogaster* mother and the pair of embryos with the *D. simulans* mother) and the pairwise EMD between hybrid embryos with different parents (e.g. the first replicate of embryos). We then used a one-sided t-test to determine whether the EMDs were larger between groups than within. Benjamini-Hochberg FDR estimation yielded 171 genes with a q-value less than.05, whereas Bonferroni p-value correction yielded 12 genes at *α* < .05 [84]).

### Identification of allele-specific expression patterns

To call svASE, we fit a 4-variable least-squares regression of either a sigmoidal logistic function (*f*(*x*) = *A*/(1 + exp(*w*(*x* − *x*_0_))) − *y*_0_) or a peak-like Gaussian function (*f*(*x*) = *A* ⋅ exp(−(*x* − *x*_0_)^2^/*w*^2^) − *y*_0_). We then considered any gene where the fit explained at least 45% of the variance ($R^{2}=\sum {\left(A_{i}-f\left(x_{i}\right)\right)}^{2}/\sum {\left(A_{i}-\bar{A}\right)}^{2}$, where *A*_*i*_ is the ASE value in the *i*th slice, and $\bar{A}$ is the average ASE value for that gene) as having svASE.

To calculate a false discovery rate, we shuffled the columns (i.e. the spatial coordinates) of the ASE matrix 1,000 times. For each of the shuffles, we fit both of the ASE functions. Most of the shuffled matrices yielded no fits that explained at least 45% of the variance, only a handful of the matrices yielded a single gene that cleared the threshold, and no shuffled matrix had two or more genes that cleared the threshold.

### *In situ* atlas comparison and bias calculation

Because the different expression atlases had different background levels for each gene and in each species, we normalized expression for *hunchback* by subtracting the mean expression in the inter-stripe region between 55% and 75% embryo length, then normalizing by dividing the expression in the *D. melanogaster* and *D. simulans* atlas by the expression value at the 90th percentile of nuclei not in the inter-stripe region. For each nucleus in the *D. melanogaster* atlas, we found the most similar nucleus in the *D. simulans* atlas by using an approach very similar to that in [12]: of the 30 physically closest nuclei, we selected as the “best” nucleus the one that minimized the sum of the squares of the differences in expression for each gene in both atlases. For each *D. melanogaster* nucleus, we then computed the expected bias using Eq 1 (Fig 2D). For Fig 2E, we grouped the nuclei by x-coordinate to simulate slicing, then combined the expression of each nucleus *i* in each slice *s* in an analgous manner to Eq 1:

$$\begin{array}{c} ASE_{predicted}=(\sum_{i\in s}f_{sim}\left(i\right)-\sum_{i\in s}f_{mel}\left(i\right))/(\sum_{i\in s}f_{sim}\left(i\right)+\sum_{i\in s}f_{mel}\left(i\right)) \end{array}$$ (2)

We then computed the Pearson correlation of the predicted and real ASE values.

### Identification of binding site changes and predicted effects on hybrid embryos

For *hunchback* we used the coordinates for the regulatory elements as defined in the RedFly database to extract the sequence of each regulatory region from the reference sequence files [32]. For the other genes whose regulatory programs we investigated for causal binding changes, we used Bedtools to find any non-exonic DNase accessible region within 15,000 bp of each gene [85, 86]. We then used BLAST v2.3.0+ to search for the orthologous region in *D. simulans*. We combined motifs from the databases in [59, 87–90] by taking the most strongly-supported motif for a given TF, then we used the FIMO tool of the MEME suite to search for binding sites for all TFs with known spatial patterns [38, 91]. We also included the motif for hkb from the Fly Factor Survey, which had the hits shown in Fig 3 [92].

In order to construct a model of transcription regulation for the other genes with svASE and simple expression patterns in the [31] atlas, we built models that contained the TFs with binding changes for the target gene as well as up to 4 other TFs with localization data in the [31] atlas and known roles as patterning factors during early development (i.e. Bcd, Gt, Kr, *cad, tll, D, da, dl, kni, mad, med, shn, sna, twi, zen, brk, emc, numb, rho, tkv* and *Doc2*); when available, we used protein localizations instead of RNA *in situ* hybridization (i.e. for Bcd, Gt, and Kr). For a given combination of factors, we used the Python Statsmodels package to fit a logistic regression to the anterior stripe of *hunchback* [93]. In line with the procedure in [40], we separated the two *hunchback* expression domains and fit the data on nuclei with either the anterior stripe or no *hunchback* expression. We then selected the best model based on fraction of variance in the original data explained by the fit.

To estimate the likely effect of each transcription factor change, we adjusted the relevant parameter(s) in the model by a range of values (see S11 Fig). We then generated predicted svASE by predicting expression in each nucleus under the original model and the model with the relevant parameter(s) changed, then calculated predicted svASE using Eq 2. In general, both using Pearson correlation and measuring the fraction of the variance in the real ASE explained by the predicted ASE suggested the same direction of change to the coefficient, although the absolute magnitude of change that yielded the “best” result may have been different.

### Genome editing and screening

We inserted the *D. simulans* SNPs into *D. melanogaster* using CRISPR-Cas9 directed cutting followed by homology directed repair [49]. We inserted the gRNA sequence GGT ACA GGT CGC GGA TCG GT into pU6-bbsI (a generous gift from Tim Mosca and Liqun Luo). We injected the plasmid and a 133bp ssDNA HDR template (IDT, San Diego, CA) into y[1] Mvas-Cas9ZH2A w[1118] embryos (Bloomington Stock #51323, BestGene Inc, Chino Hills, CA). The edited sequence affects a recognition sequence for the restriction enzymes BsiE1 and MspI (New England Biolabs) which specifically cut the *D. melanogaster* and *D. simulans* sequences, respectively. We screened putatively edited offspring by PCR amplifying a region around the *hunchback* anterior CRM (primers CGT CAA GGG ATT AGA TGG GC and CCC CAT AGA AAA CCG GTG GA) then cutting with each enzyme separately. Presumptively edited lines were then further screened via Sanger sequencing.

For the *in situ* hybridization, we generated DIG-labeled antisense RNA probes by first performing RT-PCR on *D. melanogaster hunchback* cDNA using primers with a T7 RNA polymerase handle (AAC ATC CAA AGG ACG AAA CG and TAA TAC GAC TCA CTA TAG GGA GA), then creating full-length probes with 2:1 DIG-labeled UTP to unlabeled UTP [94]. We then performed *in situ* hybridization in 2-4 hour old embryos of each strain according to a minimally modified, low-throughput version of the protocol in [94] (dx.doi.org/10.17504/protocols.io.g7bbzin). Stained embryos were imaged on the Zeiss Axioskop above.

## Supporting information

S1 Table Summary data for embryos used. (XLSX) Click here for additional data file.

S2 Table Coefficients of the best-fit model for TFs bound near the anterior activator of *hb*. (XLSX) Click here for additional data file.

S3 Table Summary data for embryos used for pyrosequencing. (XLSX) Click here for additional data file.

S1 Fig Correlation of expression between adjacent slices. Log-log plots of expression between each slice and the closest slice from any embryo. Pearson correlation is indicated in the box.
(TIF) Click here for additional data file.

S2 Fig Using earth mover distance to identify genes with different expression patterns between the hybrids and the parents. A) We used earth mover distance (EMD) to quantify the difference in patterns between each embryo. Given the green and pink patterns, EMD minimizes the amount of work that must be done to turn one pattern into the other. B) Hypothetical examples of pattern differences with low, intermediate, and high EMDs. C) Histograms of replicate hybrid embryos compared to each other (dark blue) and hybrid embryos compared to the average of splines fit on the parental embryos (cyan).
(TIF) Click here for additional data file.

S3 Fig Using earth mover distance to identify genes with different expression patterns between the directions of the hybrid cross. We found 171 genes with a significantly different EMD between each direction of the cross compared to replicates of each direction (Benjamini-Hochberg q-value <.05; [84]). The heatmap for each gene has each embryo aligned with anterior to the left and posterior to the right. Genes that are also significant after Bonferroni multiple testing correction are marked in red. We manually categorized these as due either to A) the embryos having clear parent of origin expression patterns that we interpret as due to species-specific maternal deposition (ASE data for these genes generally support this interpretation), B) a single embryo having a different expression pattern, marked with a red star, or C) more subtle expression differences or noise in expression measurement. Order within each class is arbitrary. Of the 52 genes with differences in maternal deposition, 39 were annotated with the GO term “binding” (GO0005488, GOTerm Finder corrected p-value 2.6 × 10^−7^, [95]), though functional importance of these changes, if any, are unclear.
(TIF) Click here for additional data file.

S4 Fig Counts of maternal and paternal reads for each sample. Each point represents read counts from a single sample. There are approximately 6.8 fold more reads mapping to the maternal genome (x-axis) than the paternal (y-axis) due to the significant complement of maternally deposited reads. There is no obvious contribution of the direction of the cross (i.e. samples with a *D. melanogaster* mother vs a *D. simulans* mother) to the rate of calling paternal reads, suggesting that the WASP pipeline has adequately controlled for mapping bias. Assuming that the paternally mapping reads account for approximately half of the zygotically expressed transcripts, there are approximately 2.9 fold more maternally deposited transcripts than zygotically expressed ones.
(TIF) Click here for additional data file.

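Maternal and paternal allele counts were summed in each hybrid slice over the genes whose coordinates are the same in the count and FPKM files, which lie on 2L and 3L. The median ratio of maternal to paternal counts over the slices of an embryo was 6.28, 5.07 and 7.06 in the 3 embryos with a *D. melanogaster* mother and 4.53 and 5.50 in the 2 with a *D. simulans* mother. The median over embryos was 5.50, with an SD of 1.00 between the 5 embryos, and single slices ranged from 3.37 to 8.04. The mean was 6.14 ± 1.01 (SD, n = 3) with a *D. melanogaster* mother and 5.02 ± 0.685 (SD, n = 2) with a *D. simulans* mother. An exact permutation test between the directions gave p = 0.3 (two-sided), where the smallest p that 3 embryos against 2 allow is 0.1. If the paternal counts are taken as 50% of the zygotic transcripts, the ratio of 5.50 corresponds to 2.25 maternally deposited transcripts for each zygotic one. Over all autosomal rows of the count files the ratio was 5.39. From the lack of an obvious effect of direction in S4 Fig, the paper proposes that the WASP pipeline controlled for mapping bias.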

S5 Fig Violin plots of log_2_ fold change of the maternal allele compared to the paternal allele for genes in the three categories determined by [23]. We used DESeq to estimate average log_2_ fold changes between the maternal and paternal alleles. We filtered out genes with fewer than 20 ASE counts in at least half of the samples, then made violin plots showing the distribution of the average log_2_ fold change for Maternal (mat), Maternal-zygotic (matzyg), and zygotic (zyg) genes, as called by [23]. Numbers of genes with measurable ASE in at least half of the samples are indicated below each category. Black hashes indicate values for each individual gene, and the blue bar indicates the median log_2_ fold change.
(TIF) Click here for additional data file.

S6 Fig Complete heatmap of ASE for genes with svASE. Genes from Fig 1A and 1C in the same order, but with the complete set of ASE data and *R*^2^ values of the fit provided. A) Genes best fit by a logistic function and B) genes best fit by a normal function.
(TIF) Click here for additional data file.

S7 Fig Genes with species-specific expression, regardless of parent of origin. Genes strongly biased towards transcribing *D. melanogaster* (A) or *D. simulans* (B) alleles, regardless of whether *D. melanogaster* or *D. simulans* is the mother or father. Absolute expression values are normalized to the most highly expressed slice in each embryo (or 10 FPKM, whichever is higher). Genes are sorted by highest FPKM in the species that is un-expressed in the hybrid. The column (sim-mel)/(sim+mel) is the expected ASE assuming expression level is encoded in cis, and is computed by comparing matching slices of the parental embryos. ASE is not interpolated if there are not enough reads to call in a given slice.
(TIF) Click here for additional data file.

S8 Fig The *D. melanogaster* biased expression in the anterior tip persists across all time points except the last in the atlases. Absolute expression and computed bias per nucleus and per slice at various stages throughout embryonic development. Correlation indicates the Pearson correlation of computed bias with the true ASE, binned by an equal fraction of the embryo as each slice. All stages except the late 76-100% invagination show a *D. melanogaster* bias in the anterior tip. As expected, the time points closest to the stage we measured (approximately 50-65% membrane invagination) have the highest correlation, while the earliest and latest time points have lower correlation with the observed ASE.
(TIF) Click here for additional data file.

S9 Fig Motif content of the CRMs for all TFs included in the model. Positions of TF binding motifs in the canonical anterior CRM from [33] (A), the distal “shadow” CRM from [35] (B), and the non-minimal 2.4kb CRM construct from (of which the canonical CRM is a subset) [34], split across two lines for compactness. Within each CRM, the top line indicates the location of SNPs (colored lines) and insertions/deletions (grey bars on the side with the insertion) in a pairwise alignment of the two sequences. The middle track indicates DNase accessibility from [86]. The third track indicates the locations of FIMO motifs for a variety of TFs. TFs that have a motif with approximately equal strength (±20%) within 5bp have reduced opacity to better highlight motif changes. Bar height corresponds to FIMO score.
(TIF) Click here for additional data file.

S10 Fig Prediction of the best-fit model for *hb* expression. The posterior stripe of *hb* expression was removed prior to the fitting process. McFadden’s Pseudo *R*^2^ as reported by the statsmodels Python package.
(TIF) Click here for additional data file.

S11 Fig Correlation of the predicted *hb* ASE with the real ASE (A) and percent of the variance explained by predicted ASE (B) at a range of coefficient strengths. We altered each coefficient separately (with the exception of the Bicoid terms, which we also adjusted in tandem) by multiplying by a range of multipliers, then predicting ASE. Although increasing the *kni* term in the model had the best correlation with the real ASE, there were no Kni motif changes in the known CRMs, so we excluded it from consideration. In addition, due to the buffering effects of the other TFs in the full model, we could not find a change that, when applied to both the Bcd and Bcd^2^ term that explained the ASE; however, adjusting a simpler model consisting of only terms for Bcd, Bcd^2^, *D*, and *twi* did yield a good fit. The actual predicted ASE for these models at a given change of coefficient is qualitatively very similar (C-D).
(TIF) Click here for additional data file.

S12 Fig Staging of the embryos in Fig 4D and 4E based on depth of membrane invagination. In order to find closely staged embryos, we compared the depth of the cellular membrane invagination (A) in the inter-stripe region (marked in black boxes in B and C).
(TIF) Click here for additional data file.

S13 Fig Proposed TF binding changes that generate svASE in *Ance*, *bmm*, *CG8147*, and *path*. Modeling suggests plausible changes to the regulatory function that could generate the observed allele-specific expression. We fit a logistic model to the atlas expression, then adjusted each term of the model to find the coefficient that best matches the observed ASE in the slices (after setting mean ASE to match in the real and predicted data, since there may be mapping bias). The expression is then predicted in the adjusted model (purple embryo), which is also used to generate predicted ASE on a per-nucleus (red/blue embryo) and computationally sliced (heatmap) basis. Multiple TF changes can generate substantially similar sliced ASE data, while still having distinct expression patterns;*in situs* of the *D. simulans* embryos would be needed to distinguish between them. We did not attempt modeling of the pair-rule genes *pxb*, *Bsg25A*, *comm2*, and *pxb*, since other pair-rule genes have multiple, independent regulatory elements, likely complicating the modeling approach.
(TIF) Click here for additional data file.

S1 File Table of sequencing indices and batches. (TSV) Click here for additional data file.

S2 File Table of ASE values in each slice. (TSV) Click here for additional data file.

S3 File Table of absolute expression values in each slice, used for comparing patterning differences in S3 Fig. (TSV) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

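Allele-specific expression (ASE) and expression levels were analysed in 186 slices of 7 embryos, which were 3 hybrids with a *D. melanogaster* mother, 2 hybrids with a *D. simulans* mother, and 1 embryo of each parental strain. Slices were assigned to embryos and positions by their sample labels and the sample list in the supplement, with the first slice at the anterior end. Slices of an embryo are not replicates, so tests were made over embryos.

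The authors mapped the reads to a *D. melanogaster* genome of release 5 with the SNPs masked, using STAR, applied the WASP filter, and assigned reads to species with the ASEr package. The deposited FPKM values of each slice come from cufflinks and are normalized for gene length and for the number of mapped fragments. The authors' joint table repeats them for 169 slices, within 0.005 FPKM. The deposited allele counts are whole numbers per gene and species without normalization, and were found to be sums over SNPs in which a SNP is listed again for each overlapping exon. Their gene coordinates are those of release 6 and their SNP positions those of release 5, so that only the 3005 genes with the same coordinates in the FPKM files were used as usable counts. For the ratio of maternal to paternal counts, all autosomal rows were used as an alternative. The deposited ASE table holds a score between -1 and 1 per gene and slice, which the authors define as (sim - mel)/(sim + mel). It holds 653545 values, none of them exactly -1 or 1. Of its 7432 genes, 7373 were matched by symbol to a locus in the FPKM files. The joint tables have 27 columns that were not used, of which 25 are those of slices without values and 2 have no sample name.

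The allele counts of a slice, summed over the genes with usable counts, ranged from 17 to 3758730. Since these counts are not independent reads, no binomial interval was computed from them. For genes without usable counts the depth behind an ASE value is not known from the files, and hb is such a gene. The paper states a range of assignable reads for hb in the anterior-most slice, which could not be compared. The analyses were run with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0.

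For svASE, logistic and Gaussian functions of position were fitted by least squares over a grid, with amplitude and baseline solved exactly, to autosomal genes with ASE in at least 50% of the 126 hybrid slices with values. Genes with an R² of at least 0.45 were called, in the class of the better function. Positions were shuffled 100 times. For bias in overall ASE, the plan made before the data were examined was edgeR on allele counts. Because the counts of most genes are not usable, the test reported first is limma on the log2 ratio of the mean ASE in each embryo, for genes with a value in at least 3 slices of every hybrid embryo, and edgeR's quasi-likelihood test and DESeq2 were run on the 1506 genes with usable counts and at least 20 allele counts in every embryo. The alleles of an embryo come from the same animal and were paired by a term for the embryo in edgeR and DESeq2, and by the ratio itself in limma. The replicate numbers of the directions of the cross do not pair embryos. Calls needed a Benjamini-Hochberg adjusted p below 0.05 in both directions. The maternal excess of hb and the zygotic filter of the EMD comparison were likewise taken from ASE values in place of counts.

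For the EMD, 1 FPKM was added, each pattern was divided by its sum and spread over 270 parts of the embryo length, and slices without values were interpolated, 14 in hybrids and 3 in parental embryos. The parental patterns entering the average were smoothed by a rolling mean of 3 slices, and the distance between the parents was taken without smoothing. Exact sign-flip permutations were used over the 5 embryos, and exact permutations of embryos between directions. Library batch was taken from the supplement. The first embryo of each direction was in the first batch, apart from a repeated library, and the others in later batches, with too few embryos per batch for a test within a batch.

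Genes are named by a rule set before the data were examined. It takes the genes that the article names in its RNA-seq results, the 5 step-like and 5 peak-like genes of highest R², the 5 genes of largest log2 ratio on each side among species-biased genes with the same sign in all embryos, and the 3 genes of largest difference in each EMD comparison. Gene coordinates are those of the FPKM files. X-linked genes were left out of the counts of genes unless stated. This is because the sex of 4 of the 5 hybrid embryos could not be settled from the text and the labels. Sex was not inferred from the values. The EMD comparisons over all 4519 expressed genes were not limited by chromosome.

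Several choices were made after values had been seen. They are the use of limma on ASE, the minimum of 3 slices, the grid of the fits, the spline with 7 knots, the fits of maternal ASE, the use of the supplement's ASE values, the minimum of 10 FPKM in sum in the parents, the unsmoothed distance between the parents and the interpolation of slices. Some analyses were changed after a first result. Slice reproducibility first took the first-listed of equally near slices, which gave a mean r of 0.960, and then the mean over all of them. The comparison of species-biased genes with the parents first asked for a parental difference under 0.2, a profile r over 0.5 and an absolute ASE over 0.5, which gave 0 genes, and was then reported without the last limits. The tests of mapping bias in the closing part were rewritten after their values were seen. The test of zygotic transcription there was read with a rule on the share of genes of a single sign, which its written prediction did not contain.

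The fitting and testing steps were tested on simulated data with known answers. In 4323 genes, 200 were given a step or a peak of amplitude 0.6 away from the ends of the axis. Their noise had a fixed SD of 0.15 in place of the spread of real genes. The svASE fit called 100% of these and no other gene, and placed 97% of the steps and 100% of the peaks in the right class. Weaker patterns, noisier genes and changes near the ends were not simulated, so this does not measure the sensitivity for real genes. In 1506 genes with a species bias of 1.5 on the log2 scale in 200, edgeR found 26% and DESeq2 27.5%, and each found 90.2% of the 41 genes with a maternal log2 ratio under 0.5. Each called 2 genes paternally biased and no unbiased gene species-biased. These simulations kept the real maternal ratio of each gene, so a paternal call need not be a false one. For the EMD between hybrids and the parental average, limma found 54.5% of 200 shifted genes among 814 at q below 0.05 and also called 55 genes without a shift, since all embryos share a single distance between the parents. For the EMD between directions, 63.5% of shifted and 8.14% of unshifted genes reached the smallest p.

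The supplement's table of ASE was held only in part, with 1508 rows and 49 columns, and was used only to compare single values. The in situ atlases, pyrosequencing, modelling, Gene Ontology and edited lines were not analysed here. Alternatives tried were other pseudocounts, constants, filters, fits, shuffles, tests and sets of slices and genes, and each embryo left out in turn.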

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

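Of the tests below, the comparison of the direction of maternal ASE in all embryos was chosen after the result was seen, as were the fits of maternal ASE themselves.

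In 19 sets of values of the 5 hybrid embryos, Dixon's test of the highest and lowest embryo at its critical value of 0.71 for 5 embryos set apart an embryo in 3. Chance does so in about 1 of 20 sets, and 3 of 19 are a few more than that. For CG13653, the EMD to the parental average exceeded the distance between the parents by 9.12% of the embryo length in the second embryo with a *D. simulans* mother, and by 0.392% to 2.42% in the other 4. The mean excess given for that gene, 3.13%, therefore rests largely on that embryo. For gogo, the mean ASE was -0.607 in the first embryo with a *D. simulans* mother and between -0.885 and -0.863 in the others. The mean FPKM of gogo was 2.51 in the *D. melanogaster* embryo and 0.208 in the *D. simulans* embryo, and the number of reads behind its ASE is not known. For CG16758, the mean ASE was 0.832 in the third embryo with a *D. melanogaster* mother and between 0.947 and 0.957 in the others. The bias of gogo and CG16758 has the same direction in all 5 embryos. No technical or biological explanation was tested for these 3 embryos.

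The paper analyses ASE between species along the axis, and does not report whether the share of maternal transcripts varies along it. When ASE was signed towards the mother in place of *D. simulans*, a step-like function explained at least 45% of the variance in 16 autosomal genes and a peak-like function in 7, which makes 23 genes, where shuffled positions gave a mean of 0.03. Hsp83 had the highest R², 0.879, and 1 of the 23 genes, CG7900, also had svASE between species. For CG7900 the ends of the axis could be compared only in the 3 embryos with a *D. melanogaster* mother, where maternal ASE is ASE between species with the sign turned, so these cannot be separated for this gene. With the embryo length divided into 3 equal parts, the maternal share was higher in the posterior than in the anterior part in 20 genes and lower in 3. The median fitted midpoint lay at 16% of the length. Maternal ASE in the anterior minus the posterior part ran from -0.681 to -0.411 over the embryos in Hsp83. In Tl it ran from -0.0396 to -0.00291, so a gene can pass 45% with a small difference. Of the 23 genes, 22 differed in the same direction between the anterior and the posterior part in every embryo with values, which argues against a single embryo as the source. Omission of complete bias from the ASE table also cannot account for it where it could be checked, since 6 of the 7 genes with usable counts still passed 45% when ASE was recomputed from at least 10 allele counts with complete bias kept. Zygotic transcription of these genes in the part of the embryo with the lower maternal share is a candidate explanation that stays open. It needs a lower FPKM where the maternal share is higher, and the median over genes of the mean Pearson r between log2(FPKM + 1) and maternal ASE within an embryo was -0.164, with 16 genes below 0 and 7 above. The median has the sign this explanation needs, but it is small and the genes go both ways. In CG2224, CG1103 and Hsp83 the r was -0.792, -0.725 and -0.671 and negative in all 5 embryos, and in BEAF-32, CG11050 and row it was 0.844, 0.783 and 0.772 and positive in all 5. These genes were picked out after their values were seen, and slices of an embryo are not independent. Unequal deposition of maternal transcripts along the axis was not tested and also stays open.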

How the results depend on the processing

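All alternatives were chosen before the data were examined except those named here, which were chosen after seeing the data. These are leaving out slices without FPKM values from the svASE fits, counting each SNP once, testing ASE values on the genes with usable counts, taking the first-listed of equally near slices, smoothing the parents also in the distance between them, leaving out embryos in the EMD between directions, leaving out embryos for X-linked genes the paper names, and the results limited to genes with usable counts. Over 23 results there were 189 alternatives. Of these, 160 kept the direction and stayed within the spread between replicates, on the same side of the threshold or, for counts of genes, within 1.5 times the count, and 29 did not. In none did one of these tracked values change sign, although counts of genes have none, and the median EMD difference between and within directions went from 0.142% to -0.0411% of the length without the second embryo with a *D. simulans* mother. Except where a value or the construction of the alternative is named, the cause was not tested.

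Mean r between slices was 0.953. It was 0.942 with 0.1 as the pseudocount, 0.892 with a minimum of 1 FPKM in both slices, 0.972 within the same cross and 0.939 over all slices, among them a slice with r = 0.101.

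With ASE values, 104 and 132 genes were *D. melanogaster*- and *D. simulans*-biased. With a log2 ratio of at least 1 there were 58 and 64, and with slices as samples, which takes many more samples, 288 and 233. Without an embryo the counts ranged from 33 to 130 and from 75 to 144. The 33 and 75 came without the first embryo with a *D. simulans* mother, 37 and 75 without the second, and 81 *D. simulans*-biased genes without the first with a *D. melanogaster* mother. In a fit with only 1 embryo in a direction, that embryo is assumed to vary like the others. Of the 236 genes, 106 and 111 remained without the first and the second embryo with a *D. simulans* mother. The other 4 alternatives that leave out no embryo, which are 2 other filters, X-linked genes included and genes with reads of the wrong species in the parents left out, stayed within 1.5 times.

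Among genes with usable counts, edgeR gave 38 and 44. Without the replicate block, which pairs the alleles of an embryo, there were 13 and 28, and 38 of the 41 were also called with the block. A log2 ratio of at least 1 left 19 and 26, and slices as samples gave 109 and 84. Leaving out an embryo gave 7 to 46 and 22 to 47. The low values came without the embryos with a *D. simulans* mother, at 9 and 22 without the first and 7 and 28 without the second, and without the first with a *D. melanogaster* mother 21 genes were *D. melanogaster*-biased. TMM factors for each allele gave 424 paternally biased genes, since they rescale the alleles of an embryo against each other. With these factors 57 genes were *D. melanogaster*-biased and 44 *D. simulans*-biased. Of these, only 16 were also called by edgeR with a library size shared by both alleles. The difference of 5.54 between maternal and zygotic genes was 6.15 with at least 20 allele counts in at least 50% of the slices.

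The 26 step-like genes became 40 when ASE was centred within each embryo, and peak-like genes ranged from 25 to 49 over all alternatives against 34. Without an embryo there were 23 to 31 step-like and 31 to 38 peak-like genes. The mean number of genes in shuffles, 0.02, was 0 with shuffles within embryos and 0.65 with rotated positions, which keep neighbouring slices together.

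Every alternative for the R² of hb, for its ASE at the tip and its mean maternal excess, for the maternal to paternal ratio, for the parental comparison of species-biased genes, for their chromosomes (which says nothing about the X chromosome, since in 1 embryo of each direction the median paternal share of X-linked genes is 0.154% and 0.28%), for maternal and zygotic genes by ASE values, for the genes at a 10% FDR (205 to 386), for svASE among genes with usable counts and for paternally biased genes by ASE values kept its result. R² of hb was between 0.532 and 0.656, its difference at the tip between -0.795 and -0.685, its mean excess between 12.1% and 18.7%, and the maternal to paternal ratio between 5.06 and 5.89. The excess of hb was not maternal in every embryo when all slices were taken. It then ran from -18.9% to 43.4%, was above 0 in 3 of the 5 embryos, and had an exact sign-flip p of 0.25. Both EMD comparisons had 0 genes at q below 0.05 under every alternative. Against the parental average, 38 genes had a nominal p below 0.05 by exact sign flips and 60 by limma, and 77 by limma with smoothed parents. The smallest q over the alternatives was between 0.126 and 0.998. Without an embryo no sign-flip p can go below 0.062. Between directions, permuting embryos cannot go below p = 0.1, so a count of 0 says nothing about stability there. Permuting the pairwise distances, whose smallest p is 0.00476, could reach q below 0.05 with enough genes at that p but not a Bonferroni correction, and gave 598 genes at a nominal p below 0.05 and a smallest q of 0.0969.

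DESeq2, TMM factors, the fit without a block, weighted svASE fits and svASE from counts or from all slices need counts and were run on the genes with usable counts only. X-linked genes have no usable counts, so they were included only for ASE values. For hb, ASE from counts, weighted slices and slices blank in the ASE table give no value, and filters on other genes leave its fit as it is. The autosomal alternative of the maternal to paternal ratio was run on all autosomal rows of the count files.

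Depth limits these results in that ASE of genes without usable counts has no known number of reads, values of complete bias are absent, and 5 embryos cannot give a p below 0.062 in a two-sided exact sign-flip test.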

Differences from the paper's values

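The paper's mean r between spatially matched slices is 0.973, with a stated error of 0.008 whose kind the text does not name, and here it was 0.953 ± 0.00882 (SD over slices). Of the alternatives set before the data were examined, comparison within the same cross, at 0.972, lies within the paper's value, and the other 3 do not. Taking the first-listed of equally near slices, an alternative chosen after seeing the values, gave 0.960, which also differs.

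The paper reports 342 genes with a nominal p below 0.05 for the EMD of hybrids to the parental average, and here 38 of 814 genes had one. With all expressed genes in place of zygotic ones the number was 293 of 4519, which is within 1.5 times the paper's, and under the other 12 alternatives set before the data were examined it was not. The smallest q here, 0.669, is also higher than the paper's by more than 1.5 times. It is within 1.5 times with a highest FPKM of at least 3 (0.515) and with all expressed genes (0.482), and not under the other 11 alternatives set before the data were examined. With smoothed parents also in the distance between them, chosen after seeing the values, it was 0.454, also within 1.5 times.

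For the EMD between directions of the cross the paper reports 171 genes at q below 0.05 and 12 after Bonferroni correction, where both numbers were 0 here. The paper's test takes the pairwise distances as replicates and the test here takes embryos. All 5 alternatives set before the data were examined also gave 0 and 0 and so differ too. Permutations of embryos, in the test here and in 4 of the alternatives, cannot go below p = 0.1, so these counts were bound to be 0 and say nothing against the paper's. Permuting the pairwise distances as if independent cannot go below 0.00476, which also rules out a Bonferroni correction over 4519 genes, and its smallest q was 0.0969.

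The paper counts 45 step-like and 21 peak-like svASE genes, and here there were 26 and 34. The sum of both classes, 60 here, is within 1.5 times the paper's sum, and both functions passed 45% in 42 of the 60 genes. The alternatives set before the data were examined under which the step-like count is within 1.5 times the paper's are a lower minimum share of slices with ASE (35), single-start local least squares (32), ASE centred within each embryo (40) and the fit without the third embryo with a *D. melanogaster* mother (31), and under the other 8 it is not. For peak-like genes they are a higher minimum share of slices with ASE (31), single-start local least squares (25), distance in slices (31) and the fit without the first embryo with a *D. simulans* mother (31), and under the other 8 it is not. Among genes with usable counts, a set chosen after seeing the values, there were 14 peak-like genes, which is 1.5 times fewer than the paper's, and 12 step-like ones. How many of the paper's genes this set drops is not known here.

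The paper counts 39 *D. simulans*-biased genes and here there were 132 by ASE values. None of the 11 alternatives set before the data were examined comes within 1.5 times the paper's number, and the lowest was 64. The paper took slices as samples. Among the 1506 genes with usable counts, a set chosen after seeing the values, edgeR called 44 and DESeq2 48, and the other alternatives on that set gave 22 to 84, but these tests cover fewer genes, and how many of the paper's genes they drop is not known here.

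The paper gives 15% as the upper end of the maternal excess of hb behind the first 6 slices, and here the highest embryo had 28.2%. Of the alternatives set before the data were examined, the median over slices (23.3%) and the value without the third embryo with a *D. melanogaster* mother (24.1%) do not differ from the paper's by more than the SD between embryos, and the other 5 do. The mean over embryos was 15.3%.

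The paper lists sog among genes with svASE. In the ASE table its better fit had R² = 0.0553. *Myc*, which the paper also lists, had R² = 0.321, which is above the 14% that a 10% FDR needs among the autosomal genes here. Both genes are X-linked. The paper leaves out X-linked ASE in slices of male embryos, and the values here pool all hybrid embryos with values, since sex is not settled for 4 of the 5, so that they come from other sets of slices than the paper's. In 2 embryos the median paternal share of X-linked genes was 0.154% and 0.28%. Without these 2, an alternative chosen after seeing the values, sog had R² = 0.28 and *Myc* (dm) had R² = 0.319, both below 45%. The shuffles behind the 14% covered neither X-linked genes nor this smaller set of slices, so that level does not carry over to these fits.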

Other observations

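Of the tests below, the comparison with the supplement's ASE values, both tests of mapping bias, and leaving out embryos in the EMD between directions were chosen only after the result was seen. The tests of the library batch and of other splits of the embryos were written down before.

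The deposited ASE table has no value of exactly -1 or 1 among 653545. Pairs of a gene and a slice with at least 100 allele counts of a single species have a value in 4.39% of 7305 hybrid pairs. Of 113630 hybrid pairs with counts of both species 98.3% have a value, but of 19021 parental pairs with counts of both species only 38.6% do. A candidate explanation is that the table leaves out pairs whose reads are all of one species. In the part of S2 File held here, which covers slices of 1 parental and 1 hybrid embryo, 26616 values have no counterpart in the table, and 98.1% of them are -1 or 1. That file is rounded to 2 decimals, so these need not be complete bias. By embryo the share was 98.7% of 24369 parental values and 91.5% of 2247 hybrid values, while 1498 parental and 184 hybrid values of -1 or 1 in that file do have a value in the table. The explanation stays open, and the missing parental pairs with counts of both species are not accounted for. No biological explanation was tested.

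In the comparison of EMD between and within directions of the cross, 919 of 4519 genes stood at the smallest p, where 452 would be expected with no difference. A library batch may separate embryos in this way. The split by library batch, with the 2 embryos of the first batch against the other 3, gave 205 genes, the lowest of the 10 splits, while the 8 others gave 264 to 603, which argues against the batch as the source. The median over genes of the EMD between minus that within directions was 0.142% of the length. It changed sign, to -0.0411%, without the second embryo with a *D. simulans* mother, and was 0.341% without the first and 0.0153%, 0.0521% and 0.0951% without each of the others, so the direction of this difference depends on that embryo. The direction of the cross gave the highest number, so 1 of 10 splits reached it, and with 10 splits chance cannot be excluded. The direction of the cross is also the mother's species, so these cannot be separated. Among the 598 genes with a nominal p below 0.05 when pairwise distances were permuted, at least 60% of the transcripts were maternal in 81.4% of those with a paternal share, against 79.9% of the other genes, so these genes are hardly richer in maternal transcripts than the rest. Differences in where transcripts are deposited and in stage between single embryos were not tested and stay open.

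Mapping to a *D. melanogaster* genome could favour *D. melanogaster* reads and so add *D. melanogaster*-biased genes. Among 937 genes with a maternal log2 ratio under 0.5 either way, the median log2 ratio of *D. simulans* to *D. melanogaster* averaged over the directions was -0.0376, with -0.0877 to 0.0115 over the 6 pairs of embryos of different directions. The pairs lie on both sides of 0, so mapping bias and its absence cannot be told apart for *D. melanogaster*-biased genes. The median over all 4610 genes was -0.231 (SD 0.178 over the 6 pairs), but it also reflects the unequal maternal excess of the directions. Of the 937 genes, 104 were *D. simulans*-biased and 69 *D. melanogaster*-biased. Mapping that favours *D. melanogaster* reads cannot be the source of the *D. simulans*-biased genes, which follows from its direction and not from their number. Differences in cis between the species stay open for both.

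The median paternal share of X-linked genes in the ASE table was 16.0%, 20.8% and 0.154% in the 3 embryos with a *D. melanogaster* mother, and 19.9% and 0.28% in the 2 with a *D. simulans* mother. That of autosomal genes was 17.6%, 23.1% and 12.6%, and 23.6% and 24.6%. Values were present for 993, 1060 and 242 and for 1009 and 256 of the 1225 X-linked genes of the table.

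In the parental embryos, each divided into sections along the axis, the FPKM of hb in the anterior-most section was 9.24 in *D. melanogaster* and 4.59 in *D. simulans*, which would correspond to an ASE of -0.336. The mean ASE of the hybrids there was -0.797, over the 3 embryos with a value. Over the 21 sections with enough FPKM and a hybrid value, the parental difference and the mean hybrid ASE had the same sign in 14, and Pearson's r between them was 0.00571, with no test since sections of an embryo are not independent. The 5 sections in which they lay farthest apart were at 46.3%, 50%, 75.9%, 94.4% and 98.1% of the length, where the parental difference was -0.777, -0.897, 0.850, -0.849 and -0.898 and the mean hybrid ASE -0.0599, -0.118, -0.138, 0.00954 and -0.0272. This comparison of signs was chosen after the values were seen. Each parental value comes from a single embryo.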
